# Dosage compensation of Z sex chromosome genes in avian fibroblast cells

**DOI:** 10.1186/s13059-023-03055-z

**Published:** 2023-09-20

**Authors:** Ruslan Deviatiiarov, Hiroki Nagai, Galym Ismagulov, Anastasia Stupina, Kazuhiro Wada, Shinji Ide, Noriyuki Toji, Heng Zhang, Woranop Sukparangsi, Sittipon Intarapat, Oleg Gusev, Guojun Sheng

**Keywords:** Birds, Sex chromosome, Dosage compensation, Sex determination, Fibroblast, CAGE (cap analysis of gene expression), TSS (transcription start site), CASI (cell autonomous sex identity), RPS6 (ribosomal protein S6)

## Abstract

In birds, sex is genetically determined; however, the molecular mechanism is not well-understood. The avian Z sex chromosome (chrZ) lacks whole chromosome inactivation, in contrast to the mammalian chrX. To investigate chrZ dosage compensation and its role in sex specification, we use a highly quantitative method and analyze transcriptional activities of male and female fibroblast cells from seven bird species. Our data indicate that three fourths of chrZ genes are strictly compensated across Aves, similar to mammalian chrX. We also present a complete list of non-compensated chrZ genes and identify Ribosomal Protein S6 (RPS6) as a conserved sex-dimorphic gene in birds.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03055-z.

## Background

The molecular mechanisms regulating avian sex determination are not well-understood. Sex in birds is specified genetically, with the female being heterogametic (ZW sex chromosomes) and male homogametic (ZZ sex chromosomes) (Fig. 1A) [1–4], opposite to eutherian mammals (male XY and female XX). Phylogenomic analyses indicated that Z and X sex chromosomes (chrZ and chrX) evolved separately from different autosomes and likely originated from dimorphic expression of autosomal genes involved in sex differentiation [5]. Suppression of meiotic recombination of chrZ/chrX led to their degeneration into chrW/chrY, respectively [6]. In many non-avian/non-mammalian amniotes (all crocodiles, all sphenodons, some squamates and turtles), sex determination is governed not genetically but rather via environmental factors (e.g., temperature) during critical developmental windows (Fig. 1A) [7]. It has been hypothesized that temperature sex determination was the ancestral mode in amniotes [7].

**Fig. 1:**
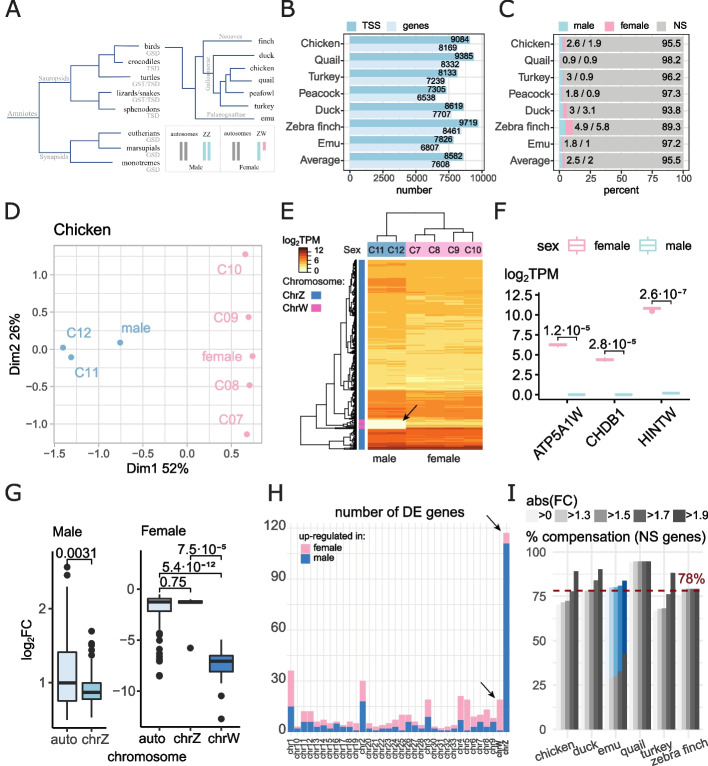
Dosage compensated and non-compensated genes in male and female fibroblast cells in birds. **A** Amniote phylogeny and sex determination. **B** Numbers of active TSS (transcription start sites) and genes in avian fibroblast cells. **C** Numbers of differentially expressed genes between male and female fibroblast cells in chicken. **D** MDS (multi-dimensional scaling) plot for chicken fibroblast samples. Two groups of samples are clearly separated by dimension 1. CAGE-seq samples labeled by “C07-12,” RNA-seq samples by “male” and “female”. **E** Hierarchical clustering of sex chromosome gene expression determines fibroblast sex identity in chicken. Male samples lack chrW gene expression (arrow). **F** Expression profiles of known sex markers in chicken (C11 and C12: male; C7-10: females). FDR values are shown. **G** Expression fold changes (FC) of genes located on chicken sex chromosomes and autosomes. Male boxplot for genes with log2FC > 0, female log2FC < 0 (FDR < 0.05). Genes localized on chrW demonstrated the greatest differences, while chrZ genes have relatively narrow FC ranges between male and female. Wilcoxon test was used for statistical estimates. **H** Numbers of differentially expressed (DE) genes between male and female by chicken chromosomes. Arrows indicate sex chromosomes. **I** Percentage of compensated genes (FDR > 0.05) on chrZ in birds. On average 78% of genes show no DE between sexes in fibroblast cells (with no FC cutoff, excluding emu and peacock). For emu, compensation ratio is 29% when PAR is excluded, blue bars indicate percentage of non-DE genes on entire chrZ. Peacock excluded due to absence of chrZ in its genome assembly

A well-studied example of dosage-compensation is XIST (a long non-coding RNA)-mediated chrX condensation and subsequent inactivation in placental mammals [8–10]. In birds, however, chrZ does not undergo whole-chromosome condensation or transcriptional inactivation [11]. Estimate of percentage of compensated chrZ genes varies in literature (~20–45%, [12–14]). It has been proposed that avian dosage compensation is regulated locally and that lack of compensation of chrZ genes (e.g., *DMRT1*) is necessary to drive sex-specific germ cell and gonadal differentiation [15–20]. In addition to dimorphism in gonadal morphology, birds exhibit secondary sexual dimorphism (e.g., body weight, plumage shape, wattle size and courtship behavior) which is mainly under cell-autonomous regulation via inherited genetic identity and weakly modulated by sex hormones after gonadal differentiation [19, 21–23].

## Results and discussion

To investigate how sex-specific differentiation in birds is programed cell-autonomously, we compared transcriptional activities in purified male and female embryonic fibroblast cells from seven avian species (the chicken, quail, turkey, blue peafowl, duck, zebra finch and emu), representing all three major clades: the Palaeognathae (emu), Neoaves (zebra finch), and Galloanserae (the rest) (Materials and Methods) (Fig. 1A). Sex was assessed by gonad size [4], and in each species, at least three embryos (including both male and female) were collected for fibroblast isolation (one embryo per sample). Two different culture conditions (DMEM high glucose and DMEM/F12) (Materials and Methods) were used to control medium-associated expression variation. Cultured cells were passaged five times to reach homogeneity for RNA isolation (Additional file 1: Fig. S1A, showing chicken, peafowl and emu fibroblasts). All cells grew robustly, and no prominent difference was observed between fibroblast cells under different culture conditions or from different origins (individuals, sexes or species), suggesting that our fibroblast cell isolation method and culture protocol are applicable to all birds.

Cap analysis of gene expression (CAGE) maps gene expression by capturing and sequencing 5′ end of mRNA [24, 25]. CAGE-seq can identify transcription start sites (TSSs) with single nucleotide precision and quantify TSS activities free of amplification- or transcript size-introduced biases [26, 27], ideal for analysis of minor expression variations between male and female cells. Applicability of CAGE-seq to chicken samples was reported previously [28]. 

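Embryonic fibroblasts of chicken, quail, turkey, peafowl, duck, zebra finch and emu gave 40 CAGE libraries, 6 per species and 4 in zebra finch. CAGE counts the capped 5′ ends of transcripts, so each value belongs to a TSS peak near a gene and not to the whole gene. The cultures were taken at passage 5, and those of every species but zebra finch were grown in DMEM/F12 or DMEM high glucose. Both media were used for each embryo of the chicken, quail, turkey, peafowl and duck. By the labels one sex of each of these 5 species came from 2 embryos and the other from 1, and in peafowl, where a male and a female share a number, an embryo was taken as sex plus number. The paper's text states one embryo per sample, and the legend of Fig. S1 states 3 embryos in 2 culture conditions. Zebra finch had 3 female embryos and 1 male, and emu had 4 female cultures and 2 male. An n below counts cultures, and a difference between the sexes cannot be told apart from one between the embryos that stand for them.

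The authors trimmed the reads, aligned them with BWA, clustered the 5′ ends into peaks and gave each peak in TPM, its tags scaled to the total of the library. The smallest step between the values of a library recovered its depth, which ran from 7006060 to 12055368 tags with a median of 11069780, so that 1 tag was 0.0830 to 0.143 TPM. The legend of Fig. S1 states an average of 20M reads, counted before trimming and mapping, and the values used here rest on the mapped tags. By sex, the lowest and highest depths were 11142780 and 12055368 in female and 10878067 and 11332096 in male chicken. They were 9301881 and 11052358 in female and 11152889 and 11752969 in male quail, and 11087866 and 11338986 in female and 10899828 and 11689680 in male turkey. They were 11170276 and 11424977 in female and 11157482 and 11386976 in male peafowl. In duck and emu they were 7006060 and 11087202 in female and 10717962 and 11102231 in male duck, and 10667084 and 11048016 in female and 10808334 and 10896769 in male emu. In zebra finch they were 9472177 and 10797567 in females and 10847914 in the male. The sexes were compared within each species by limma with a mean-variance trend on log2(TPM + 1). The peaks were those within 3 kb of a gene start or classified as promoters, with Benjamini-Hochberg adjustment. A gene was called sex-biased when a promoter peak had an adjusted p under 0.05, with no fold cutoff and no covariate.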

We decided to use CAGE-seq to investigate sex-biased gene expression in male and female fibroblast cells from these seven species (Fig. 1A; Additional file 1: Fig. S1B; Additional file 2: Table S1; Materials and Methods). CAGE replicates correlated well with each other and with corresponding RNA-seq data used for validation (Additional file 1: Fig. S2, S3).

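Within a species, CAGE libraries of the same sex had a mean Pearson correlation of log10(TPM + 1) over promoter peaks of 0.965 in chicken, 0.895 in quail, 0.973 in turkey, 0.973 in peafowl, 0.964 in duck, 0.875 in zebra finch and 0.971 in emu. The lowest correlation between any 2 libraries of a species was 0.823, in zebra finch, and the highest 0.987, in chicken. Quail and zebra finch therefore had the most scatter between libraries. Cultures of the same embryo in the 2 media had means of 0.978 in chicken, 0.906 in quail, 0.977 in turkey, 0.980 in peafowl and 0.978 in duck.

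RNA-seq was made from 1 female and 1 male culture per species, 14 libraries in all. The authors aligned it with HISAT2 and counted it per gene with HTSeq. The deposited tables give counts and FPKM. Totals were 117340554 counts in the female and 80429399 in the male chicken, 76881945 and 133819725 in quail, 36555328 and 42517880 in turkey, 22286794 and 18148833 in peafowl, 21977052 and 43168955 in duck and 46224379 and 56421151 in emu. In zebra finch the totals were 90711409 and 80865507, and the sexes on the labels of these 2 libraries conflict with those of the CAGE libraries of the same cultures. In chicken, quail and zebra finch the totals exceed the trimmed read pairs of Table S1 (1.395 to 1.675 counts per pair), for a reason that the files do not give. Over 5424 to 7851 genes, log2 FPKM and log2 of the summed promoter TPM of the same culture had Pearson correlations of 0.620 to 0.792 and Spearman correlations of 0.588 to 0.763. These are correlations across genes of one culture, and genes are not independent replicates. In 11 of 14 cultures the own CAGE library correlated best among those of its species. In zebra finch R39 correlated best with C40 and R40 with C39. Ratios of the male to the female library correlated between the methods with a Pearson correlation of 0.784 in chicken, 0.628 in quail, 0.711 in turkey, 0.392 in peafowl, 0.729 in duck and 0.715 in emu.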

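The number of genes with a promoter peak ran from 5518 in emu to 8345 in zebra finch. Chicken had 9084 promoter peaks at 8168 genes, quail 9385 at 8331, turkey 6924 at 6367, peafowl 7305 at 6537, duck 8619 at 7706, zebra finch 9516 at 8345 and emu 6002 at 5518. The mean was 8119 peaks and 7282 genes. On chrZ these peaks marked 387 genes in chicken, 392 in quail, 284 in turkey, 380 in duck, 409 in zebra finch and 238 in emu, and on chrW 18 in chicken, 48 in duck, 39 in zebra finch and 6 in emu. Turkey, emu and zebra finch had 10024, 10274 and 10527 peaks in all, without a promoter class. Of these the peaks within 3 kb of a gene start were used here. The counts of the species therefore rest on unlike rules for a promoter peak. In peafowl 9 genes lay on the scaffold matched to chrZ and 2 on the one matched to chrW, so its sex chromosomes were not analysed as such.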

On average, 8582 TSS peaks representing 7608 genes (Fig. 1B; Additional file 1: Fig. S4; Additional file 3: Table S2) were identified in avian fibroblast cells. Of those, 95.4% (7269 genes) did not show statistically significant difference between the male and female samples (Fig. 1C; Additional file 4: Table S3), and 4.5% (339 genes) showed either male-biased (189) or female-biased (150) differential (sex dimorphic) expression (Fig. 1C; Additional file 4: Table S3). 

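Male-biased genes outnumbered female-biased ones in turkey and peafowl, and the split in chicken, duck and emu depended on single libraries. In chicken 123 genes were male-biased and 106 female-biased, and in turkey 181 and 29. There were 127 and 35 in peafowl, 265 and 101 in duck and 51 and 46 in emu. The split turned to 5 male-biased and 36 female-biased genes in chicken without C11, 60 and 65 in duck without C32 and 2 and 9 in emu without C22. With 1 value per embryo it was 2 and 22 in chicken and 4 and 49 in duck. Quail had 1 male-biased and 11 female-biased genes. In zebra finch 24 genes were female-biased and none male-biased by limma, with 765 peaks at an unadjusted p under 0.05 and likewise none male-biased by edgeR's quasi-likelihood test, against 41 by edgeR's likelihood ratio test, which was chosen after the data were seen. On average 107 genes were male-biased and 50 female-biased, together 157 or 2.16% of the genes tested, and 97.8% were not called. Male-biased genes made up 72.4% of the called genes in duck, and 53.8% (182 male-biased, 156 female-biased) after TMM scaling, which shifted the median autosomal log2 ratio from 0.13 to −0.02. The tests rest on 2 cultures of 1 embryo for one sex in most species and on 1 male culture in zebra finch. On simulated data made from each species' own libraries they recovered 67.2% of peaks changed by a log2 of 1 in chicken, 77.6% in turkey, 85.1% in peafowl, 58.2% in duck and 71.6% in emu, but 3.00% in quail and 0% in zebra finch. The simulated cultures varied independently, so these shares leave out differences between embryos. On zebra finch counts simulated with a preset dispersion, not that of the libraries, edgeR's quasi-likelihood test made 117 calls, of which 1 was false.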

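HINTW, ATP5A1W and CHDB1 on chrW of chicken separated the female from the male cultures. HINTW, the chrW copy of a nucleotide-binding protein gene, had 1758 ± 219 TPM (SD, n = 4) in female chicken and 0.136 ± 0.0676 TPM (SD, n = 2) in male chicken, with an adjusted p of 1.13e-08 from limma. ATP5A1W, which encodes a subunit of ATP synthase, had 73.6 ± 8.66 TPM (SD, n = 4) in females and was listed at 0 in both male cultures (adjusted p = 4.1e-07). CHDB1, which encodes a chromatin remodeler, had 20.1 ± 2.95 TPM (SD, n = 4) in females and was also listed at 0 in males (adjusted p = 7.29e-05). Of the chrW promoter peaks, 17 of 21 in chicken, 41 of 65 in duck, 36 of 42 in zebra finch and 2 of 6 in emu were listed at 0 in every male culture, and 21, 53, 41 and 5 had a male mean under 1 TPM. The female median of these peaks was 16.5 TPM in chicken, 23.5 in duck, 21.1 in zebra finch and 21.4 in emu.

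In principal components of all promoter peaks, the first component separated male from female cultures in 6 species, with 45.9% of the variance in chicken, 39.3% in turkey, 40.0% in peafowl, 54.8% in duck, 44.5% in zebra finch and 40.1% in emu. In zebra finch the 1 male culture lay at one end of the first component and the female C40 at the other. With 1 male this shows no difference between the sexes. In quail the first component (39.0%) separated the media, and the second (25.7%) the sexes. Libraries of opposite sex had mean correlations of 0.942 in chicken, 0.889 in quail, 0.965 in turkey, 0.961 in peafowl, 0.913 in duck, 0.846 in zebra finch and 0.958 in emu. These lie below the means of the same sex, which in chicken, quail, turkey, peafowl and duck include cultures of the same embryo. In quail female pairs of different embryos had 0.9415, 0.8246, 0.899 and 0.8831. The lower mean between the sexes there cannot be told apart from a difference between embryos. Without chrZ and chrW peaks the sexes still parted on the first component in chicken (36.6% of the variance), turkey, duck (41.7%), zebra finch and emu, and the embryos behind each sex part in the same way. In peafowl only the 2 matched scaffolds could be left out.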

Dimorphism in sex-associated TSS activities had the strongest effect on sample clustering (Fig. 1D; Additional file 1: Fig. S5A), largely due to differential activities of both chrW and chrZ genes in all species studied except for the emu (Fig. 1E; Additional file 1: Fig. S5B, Additional file 5: Table S4) and in agreement with several reported chrW markers (e.g., *HINTW*, *CHDB1*, and *ATP5A1W*) (Fig. 1F) [29]. 

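Among genes called male-biased, the median log2 male/female ratio over chicken, turkey, duck and emu was 1.06 for 232 autosomal genes and 0.89 for 351 chrZ genes. The medians were 1.11 against 0.86 in chicken (34 and 84 genes), 0.94 against 0.83 in turkey (45 and 123 genes) and 1.11 against 0.96 in duck (134 and 114 genes). Emu went the other way, with 0.86 for 19 autosomal and 0.98 for 30 chrZ genes. Genes enter this comparison through the test of the same ratio, and the ratios of all chrZ genes are centred higher than those of autosomal genes, so it tests no difference between the chromosomes. Female-biased genes of 6 species had medians of 1.18 on autosomes (174 genes) and 1.15 on chrZ (8 genes) in the direction of female cultures.

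Called genes were enriched on chrZ in chicken (22.7% of chrZ genes against 1.81% elsewhere, Fisher's exact test, adjusted p = 1.18e-58 over 10 tests), turkey (43.7% against 1.41%, adjusted p = 4.84e-121), duck (30.3% against 3.43%, adjusted p = 1.15e-64) and emu (13.4% against 1.23%, adjusted p = 1.43e-20). They were enriched on chrW in chicken (17 of 18 genes, adjusted p = 6.62e-26), duck (46 of 48 genes, adjusted p = 2.76e-59), zebra finch (46.2%, adjusted p = 2.8e-39) and emu (6 of 6 genes, adjusted p = 3.16e-11). With 1 value per embryo limma called 0 of 387 chrZ genes in chicken (644 peaks at an unadjusted p under 0.05), 1 of 284 in turkey and 0 of 380 in duck (780 peaks). It also called none without C12 in chicken, without C17 or C18 in turkey and without C22 or C23 in emu. In quail and zebra finch no chrZ gene was called by limma or by edgeR's quasi-likelihood test, against 0.151% and 0.302% of other genes, where limma recovered few simulated changes of a log2 of 1. By edgeR's likelihood ratio test, chosen after the data were seen, 50 of 216 called genes lay on chrZ in quail and 15 of 143 in zebra finch. Of the 1100 called genes of the 7 species, 363 lay on chrZ, 87 on chrW, 406 on autosomes and 244 on unplaced sequences, so that 59.1% lay outside the sequences known as chrZ or chrW.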

Although differentially expressed genes were significantly enriched on sex chromosomes (Additional file 6: Table S5), many of them were also located on autosomes (1736 out of 2370, 73.2%; Additional file 4: Table S3), and these genes had an average male/female ratio higher than chrZ genes (Fig. 1G), suggesting that dimorphic expression of chrZ/chrW genes likely control sex specification through autosome genes.

The number of dimorphic genes located on sex chromosomes (Z and W) in each species is shown in Additional file 4: Table S3. 

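Most of the called chrZ genes of chicken were higher in males by less than the ratio of chrZ copies. TOMM5, which encodes a subunit of the mitochondrial import channel, had 317 ± 9.74 TPM (SD, n = 2) in male and 149 ± 13.1 TPM (SD, n = 4) in female fibroblasts (log2 ratio 1.09, standard error 0.12, adjusted p = 0.00308 from limma). BRIX1, a gene of ribosome assembly, had 138 ± 5.55 and 69.8 ± 4.33 TPM, a 1.98-fold difference. FAM174A had 111 ± 8.07 and 55.7 ± 2.80 TPM. In all, 84 chrZ genes of chicken were male-biased and 4 female-biased, and 17 chrW genes were female-biased. The exception on chrW was LOC107055425, listed at 0 in males and at 4.74 ± 5.12 TPM in females (adjusted p = 0.364).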

In chicken, of the 132 sex chromosome genes with sex specific differential expression, 115 were on the chrZ and 17 on chrW (Fig. 1H; Additional file 4: Table S3). This indicated that of the 387 chrZ genes that were expressed in fibroblast cells, only 30% (115/387) exhibited statistically significant difference between the two sexes, with the rest showing no significant difference. 

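Of the chrZ genes of chicken, 77.3% were not called (95% exact binomial interval over genes 72.8% to 81.3%, counting error only). The chrZ genes that were not called still lay above the autosomes, with a median log2 ratio 0.45 higher. Over all chrZ promoter peaks of chicken the median log2 male/female ratio was 0.54 above that of autosomes (permutation test over peaks, p = 1e-05, the smallest possible). Of these peaks 88.7% had a ratio above the autosomal median.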

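Among the other birds, the number of called chrZ genes differed widely. In turkey 123 chrZ genes were male-biased and 1 female-biased, in duck 114 and 1, and in emu 30 and 2. RPL17, a ribosomal protein gene on chrZ, had 850 ± 32.1 TPM (SD, n = 4) in male and 435 ± 3.23 TPM (SD, n = 2) in female turkey (log2 ratio 0.96, standard error 0.09, adjusted p = 0.00405 from limma). HABP4, which encodes a hyaluronan-binding protein, had 50.4 ± 7.49 TPM (SD, n = 4) in male and 5.67 ± 1.16 TPM (SD, n = 2) in female duck, an 8.88-fold difference (adjusted p = 1.09e-04). DNAJA1, a chaperone gene, had 246 ± 38.3 TPM (SD, n = 2) in male and 111 ± 16.5 TPM (SD, n = 4) in female emu (adjusted p = 0.0175). In quail limma called 0 of 392 chrZ genes, with 1105 promoter peaks of all chromosomes at an unadjusted p under 0.05, edgeR's quasi-likelihood test called none and its likelihood ratio test 50. In zebra finch limma and the quasi-likelihood test called 0 of 409, and the likelihood ratio test 15.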

In other birds, the percentages of expressed genes showing statistically significant difference were 6% (23/392) in quail, 35% (123/356) in turkey, 22% (85/380) in duck, 25% (101/411) in zebra finch, and 19% (63/324) in emu (Additional file 4: Table S3). 

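The chrZ genes as a group were shifted toward males in chicken, quail, turkey, duck and zebra finch, whether or not single genes were called. In emu the shift lay below 27 Mb, where the median log2 ratio over genes was 0.92, against −0.04 above 27 Mb. The median log2 male/female ratio of chrZ promoter peaks exceeded that of autosomal peaks by 0.54 in quail, 0.66 in turkey, 0.51 in duck, 0.74 in zebra finch and 0.07 in emu (permutation tests over peaks, each p = 1e-05, the smallest possible). Peaks of 1 gene are not independent. The share of chrZ peaks with a log2 ratio above the autosomal median was 84.9% in quail, 89.9% in turkey, 85.8% in duck, 86.1% in zebra finch and 62.4% in emu. Genes without a called peak made up 100% of chrZ genes in quail (95% exact binomial interval 99.1% to 100%), 56.3% in turkey (50.4% to 62.2%), 69.7% in duck (64.8% to 74.3%), 100% in zebra finch (99.1% to 100%) and 86.6% in emu (81.6% to 90.6%). These intervals hold counting error over genes only. Leaving out 1 library moved the share to 100% in chicken, turkey and emu, each time a library of the sex with 2 cultures.

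**Figure D1:**
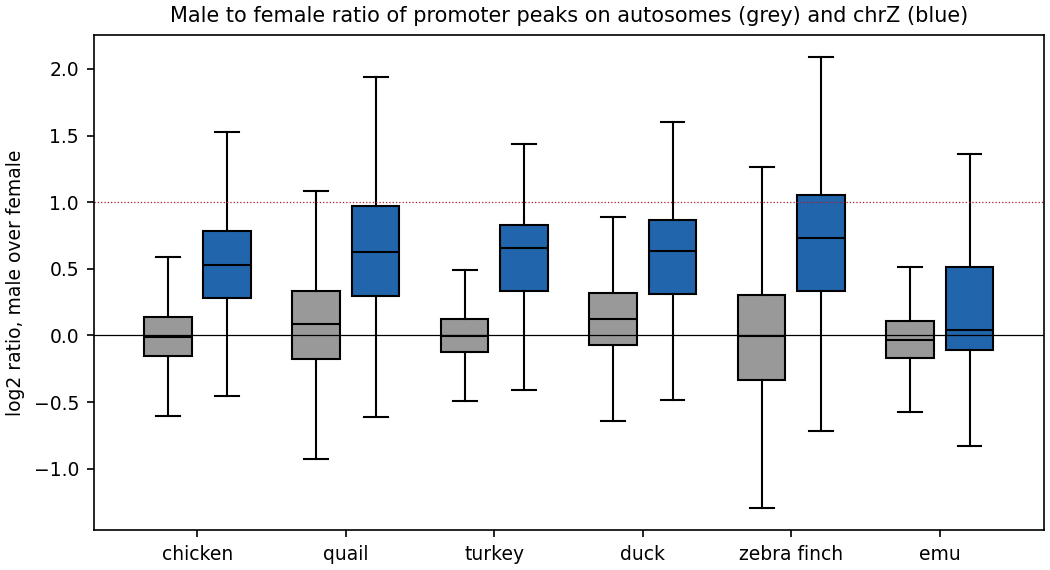
Log2 male/female ratio of promoter peaks by species, as box plots for autosomal peaks (grey) and chrZ peaks (blue), with a dotted line at a log2 ratio of 1. The chrZ boxes lie above the autosomal ones in chicken, quail, turkey, duck and zebra finch, and in emu the medians differ by 0.07.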

When we excluded peafowl sex chromosome data (due to poor chrZ annotation) [30], number of genes on chrZ showing no statistical difference between the male and female samples were consistently high in the remaining species (chicken 70%; quail 94%; turkey 65%; duck 78%; zebra finch 75%; and emu 79% [29% when excluding PAR]) (Fig. 1I). These percentages increased further when we applied male/female expression ratio cutoffs (e.g., 1.3-fold and 1.5-fold). 

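By size alone, without a test, most chrZ genes of 5 species lay toward males relative to the autosomal median. A male/female ratio above 1.3 times that of the median autosomal gene was found for 66.7% of chrZ genes in chicken, 66.3% in quail, 70.8% in turkey, 62.6% in duck, 73.6% in zebra finch and 27.7% in emu, against 7.24%, 14.7%, 6.94%, 10.3%, 20.4% and 7.83% of autosomal genes. Above 1.5 times were 44.7%, 48.0%, 57.7%, 42.9%, 59.7% and 24.4% of chrZ genes, and above 2 times were 6.46%, 16.1%, 7.39%, 8.68%, 28.1% and 10.9%. Requiring a called gene to differ by at least 1.5-fold, as measured and not relative to the median, raised the share of chrZ genes that were not called to 78.0% in chicken, 58.8% in turkey and 87.0% in emu, and a cutoff of 1.3-fold left every share as it was.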

Using the most stringent criterion for non-compensation (i.e., genes exhibiting any statistically significant difference between the sexes without applying any ratio cutoff) and not considering PAR in Neognathae species, the average percentage of dosage-compensated chrZ genes was 78% (Fig. 1I). This number is significantly greater than previous estimates for avian chrZ dosage compensation (see introduction) and is comparable with the percentage of X-linked, dosage-compensated genes reported in human fibroblasts [~75% in [31] and ~70% in [32]], suggesting that avian dosage compensation works as effectively as in mammals despite the lack of morphologically-distinct chrZ inactivation in birds. 

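Over the 5 species without emu, 80.7% of chrZ genes on average were not called, and over all 6 species 81.6%. The chrZ genes that were not called had a median log2 ratio above that of autosomal genes by 0.56 in quail, 0.38 in turkey, 0.36 in duck, 0.75 in zebra finch and 0.03 in emu. Relative to the autosomal median, a difference under 1.3-fold either way was found for 28.9% of chrZ genes in chicken, 30.4% in quail, 26.4% in turkey, 34.5% in duck, 19.3% in zebra finch and 68.1% in emu. The paper counts a chrZ gene as dosage-compensated when its difference between the sexes is not significant, and from the average share of such genes (Fig. 1I) it proposes that compensation in birds works as effectively as in mammals. A gene without a significant difference in this sense is one whose difference the cultures at hand could not separate from their scatter, and the share depends on the test and on the number of cultures.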

Contribution of gametologous genes to differential expression is available in Additional file 7: Table S6, and examples of expression profile are shown in Additional file 1: Fig. S6.

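The legend of Fig. S6 lists gene pairs of chrZ and chrW without differential expression, and in chicken, duck and zebra finch the Z copies of these listed pairs were higher in males by about as much as other chrZ genes. Other pairs are not part of these counts. In chicken the listed Z copies of MIER3, SUB1, ZFR and ZSWIM6 had a median log2 male/female ratio of 0.49, against 0.53 for all chrZ genes. SUB1, a transcription coactivator gene, had 347 ± 7.80 TPM (SD, n = 2) in males and 248 ± 27.7 TPM (SD, n = 4) in females (log2 ratio 0.49, standard error 0.13, adjusted p = 0.101 from limma). The 17 Z copies listed for duck had a median of 0.62 (all chrZ genes 0.63), from −0.32 for MAP1B to 0.93 for PIAS2, and the 19 listed for zebra finch a median of 0.70 (all chrZ genes 0.74), from 0.27 for KIF2A to 1.13 for SPIN1. In duck 16 of 17, in zebra finch 19 of 19 and in chicken 4 of 4 had a higher male mean, and in 14, 17 and 3 every male culture lay above every female one. None of these 40 Z copies, which the paper lists for their lack of a call, was called by limma. In emu the 2 listed Z copies that were found had a median of 0.84 (all chrZ genes 0.04). All male-biased calls on emu chrZ lay below 27 Mb, where the median over genes was 0.92. The Z copy of TLE4Z1 of emu, a corepressor gene, was called, with 23.1 ± 0.453 TPM (SD, n = 2) in males and 13.1 ± 1.13 TPM (SD, n = 4) in females (adjusted p = 0.0289). PSAT1 of emu, an enzyme gene of serine synthesis, had 9.77 ± 0.838 and 4.75 ± 0.426 TPM (adjusted p = 0.104).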

How birds modulate their chrZ gene expression in male versus female cells is unclear. In addition to chromosome-level inactivation in homogametic sex (e.g., female mammals, XX), dosage compensation can be achieved through doubling sex chromosome expression in heterogametic sex (e.g., male *Drosophila*, XY) [33], halving sex chromosome expression in homogametic sex (e.g., female nematodes with XX; and male silkworms with ZZ) [34, 35], or a hybrid mechanism (e.g., in monarch butterfly, halving expression in one chrZ segment in homogametic sex and doubling expression in another chrZ segment in heterogametic female) [36]. Our data indicated obvious regionalized distribution of either compensated or non-compensated genes on avian chrZ in the case of emu, in which male-biased chrZ genes appeared to cluster to the stratum 0, whereas PAR (pseudo-autosomal region)-located genes, as expected, did not show sex-specific expression shifts (Additional file 1: Fig. S7A). 

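Emu chrZ fell into a male-biased and an even part. Below 27 Mb, the boundary read from the dashed line of Fig. S7A, 30 of 60 genes were called and all 30 were male-biased, and the median log2 male/female ratio was 0.92. Above 27 Mb, 2 of 178 genes were called, neither of them male-biased, and the median was −0.04. The shares of called genes differed with an odds ratio of 88 (Fisher's exact test, p = 3.91e-19), and the medians differed by 0.97 (permutation test over genes, p = 1e-05, the smallest possible). The first part ran from a TSS at 362682 to one at 26013389 and held TRMT10B, a gene of tRNA methylation, with 33.0 ± 2.35 TPM (SD, n = 2) in males and 17.0 ± 0.174 TPM (SD, n = 4) in females (1.95-fold, adjusted p = 0.00556 from limma). The second ran from 27441169 to 82693439. In the first part 50.0% of genes were not called and in the second 98.9%.

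**Figure D2:**
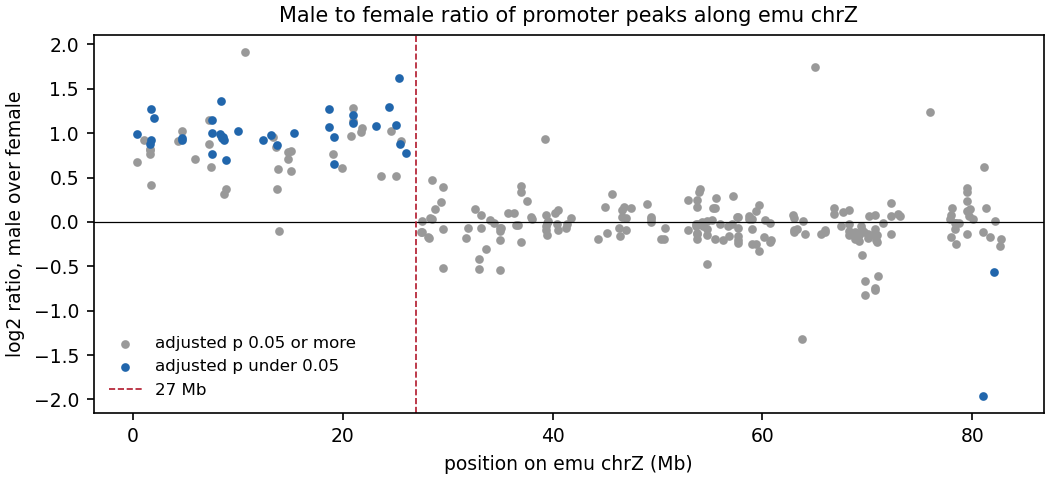
Log2 male/female ratio of emu chrZ promoter peaks by position of the TSS in Mb, with a dashed line at 27 Mb. The median log2 ratio over genes was 0.92 left of the line and −0.04 right of it.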

Stratum 0 and PAR are previously reported features of homomorphic sex chromosome evolution in birds [37, 38]. Autocorrelation analysis revealed weak regionalization of non-compensated chrZ genes in several non-ratite species in comparison to the emu (Additional file 1: Fig. S8).

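Called chrZ genes of chicken and turkey had ratios that resembled those of their neighbours, and those of duck did not. The Durbin-Watson statistic of log2 ratios along chrZ is near 2 without autocorrelation and lower where neighbours resemble each other. It was 1.46 for 90 called peaks of chicken and 1.53 for 131 called peaks of turkey (permutation of peak order, adjusted p = 0.0406 for each over 10 tests). It was 2.00 for 123 called peaks of duck (permutation, adjusted p = 0.909) and 1.37 for 35 called peaks of emu (permutation, adjusted p = 0.079). Among peaks not called it was 1.25 in emu (permutation, adjusted p = 0.001), 1.64 in duck and 1.71 in zebra finch (permutation, adjusted p = 0.00433 for each), 1.86 in chicken (adjusted p = 0.245, permutation), 1.86 in quail (adjusted p = 0.181, permutation) and 1.85 in turkey (adjusted p = 0.33, permutation). With 1 peak per gene the statistic of called genes was 1.458 in chicken and 1.55 in turkey, nearly the same, with permutation adjusted p = 0.0533 and adjusted p = 0.057. Among genes not called, duck and emu kept an adjusted p under 0.05 by permutation and zebra finch did not (1.92).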

Sex dimorphic gene expression in birds is known to appear before gonadal differentiation [21, 22] and continue afterwards. However, *DMRT1*, a chrZ gene and a putative determining factor in testis differentiation, is not expressed in fibroblast cells and does not regulate secondary sex dimorphic characters [19, 20]. Such gonadal factor-independent sex-specific somatic cell specialization is referred to as cell autonomous sex identity (CASI) [23, 39], molecular mechanism of which is unknown. 

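DMRT1, a transcription factor gene of testis development, had 0 CAGE peaks under its name in the tables of chicken, quail, duck and zebra finch. The peaks of turkey, peafowl and emu carry too few gene names for such a search. The RNA-seq tables of 4 species hold the gene, and it had 0 to 6 counts in these 8 libraries, with a highest value of 0.1099 FPKM.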

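Genes with a symbol and the smallest adjusted p (limma) in their species are named, and in turkey, peafowl and emu few genes have one. In chicken NDUFV2, which encodes a subunit of mitochondrial complex I, had 71.1 ± 0.236 TPM (SD, n = 2) in males and 23.4 ± 2.22 TPM (SD, n = 4) in females (3.05-fold, adjusted p = 5.18e-04), and P4HA2, a collagen prolyl hydroxylase gene, 79.3 ± 7.64 and 24.2 ± 2.21 TPM (3.28-fold). Female chicken cultures were led by the chrW genes HNRNPKL (63.5 ± 3.92 TPM, listed at 0 in males), TERAL2 (90.2 ± 21.9 TPM against 0.0441) and SMAD2W (27.7 ± 4.19 TPM, listed at 0 in males). In turkey males had more GLOD4 (37.8 ± 3.33 against 5.80 ± 0.975 TPM, 6.51-fold). They also had more ZCCHC17 (3.66-fold), TRAPPC2 (11.0-fold) and SLC7A11, a cystine transporter gene (3.48-fold). Turkey females had more EIF2S1, a translation initiation factor gene (3.53-fold), and YAP1 (160 ± 11.9 TPM, n = 2, against 59.7 ± 6.00, n = 4, 2.69-fold). In peafowl males had more HSP90B1, an endoplasmic reticulum chaperone gene (944 ± 150 TPM, n = 4, against 10.6 ± 0.420, n = 2, 88.9-fold, adjusted p = 3.05e-08). A second promoter peak of the gene was not called (9.07 and 12.1 TPM). They also had more of the histone genes HIST1H4I (73.0-fold) and HIST2H3 (7.20-fold), of RSPH9 (8.83-fold) and of NTN1 (168 ± 14.6 against 69.5 ± 1.92 TPM, 2.41-fold). Peafowl females had more RCC1 at an intron peak (8.75-fold), UTP18 (4.68-fold), ARHGDIB (3.32-fold), HIST1H2A3 (2.54-fold) and ARFGAP3 (2.91-fold). In quail EIF3K, a translation initiation factor gene, was the one male-biased gene (142 ± 5.09 TPM, n = 2, against 18.9 ± 4.07, n = 4, 7.53-fold, adjusted p = 0.0167). Quail females had more ECI1 (4.62-fold), HSP90AB1 (53.0 ± 6.25 against 9.79 ± 2.89 TPM, 5.41-fold), KLF7 (13.8-fold), RABGEF1 (5.03-fold) and VMA21 (6.42-fold).

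In duck males had more BUD31 (4.33-fold) and PLS3 at 1 of its 5 promoter peaks (176 ± 21.9 TPM, n = 4, against 40.1 ± 10.7, n = 2, 4.38-fold). Duck males also had more S100A11, a calcium-binding protein gene (1282 ± 98.2 against 463 ± 15.4 TPM, 2.77-fold), and COL6A3 at a second peak (11.3 ± 1.49 against 0.451 ± 0.638 TPM). The larger peak of COL6A3 was not called (588 ± 121 against 400.2 ± 142 TPM, adjusted p = 0.257). Duck females had more CDKL2 (28.2 ± 1.94 against 0.865 ± 0.749 TPM), MRPL42 (7.01-fold), RAB9A (7.73-fold), VOPP1 (165 ± 30.8 against 53.8 ± 3.72 TPM, 3.07-fold) and MID1IP1 at a smaller peak (9.16-fold). In emu males had more HIST1H4I (111 ± 4.61 TPM, n = 2, against 5.61 ± 0.503, n = 4, 19.7-fold, adjusted p = 1.59e-05) and SH3BGRL2 (2.68-fold). Emu females had more TUBB6, a tubulin gene on chromosome 2 (265 ± 22.3 against 47.7 ± 1.48 TPM, 5.56-fold, adjusted p = 5.66e-05). They also had more of the chrW genes OSTF1 (35.6 ± 2.38 TPM against 0.0459), GNAQ (37.3 ± 1.82 against 4.84 ± 0.428 TPM) and VPS13A (20.5 ± 1.95 TPM, listed at 0 in males). In zebra finch females ADAMTSL2, a microfibril gene (206 ± 26.4 TPM, n = 3, against 18.1 in the male, 11.4-fold, adjusted p = 0.0304), and the chrW gene SMAD4 (41.5 ± 9.96 TPM, listed at 0 in the male) were the named genes called. With 1 male culture the value of ADAMTSL2 describes that culture and tests no difference between the sexes. Names in turkey, peafowl and emu are those of chicken matches in the part of Table S7 that could be read, which names 28, 35 and 30 of their genes with a promoter peak.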

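Genes of cell types and pathways, in 19 lists fixed before the data were examined, showed few sex-biased members. In chicken COL4A2 (log2 male/female ratio 2.17, adjusted p = 0.0351) and COL8A1 (0.87, adjusted p = 0.0473) were male-biased besides COL4A1, 3 of 22 collagens over all genes and 5 when adjusted over the list alone. PDGFRA, a receptor gene of fibroblasts, was lower in males (−2.27, adjusted p = 0.0255), the one called of 17 fibroblast genes (1 when adjusted over the list alone). Of 9 myofibroblast and smooth muscle genes, TPM2 was male-biased (2 when adjusted over the list alone). None of 19 cholesterol synthesis genes of chicken was called over all genes by limma (1287 peaks of all genes had an unadjusted p under 0.05), and 3 were when adjusted over the list alone. The collagens were higher as a set by camera with a preset correlation (adjusted p = 0.0230), which did not hold with an estimated one (adjusted p = 0.424 with an estimated correlation). The cholesterol synthesis genes, on median 0.41 higher, gave camera adjusted p = 0.0039 (adjusted p = 0.911 with an estimated correlation), and the myofibroblast genes camera adjusted p = 0.0498 (adjusted p = 0.911 with an estimated correlation). The other 10 lists tested in chicken (fibroblast, cartilage, cell cycle, 69 cytosolic ribosomal proteins, HOX, amino acid stress, glycolysis and hypoxia, chaperones, interferon and 41 histones) gave camera adjusted p from 0.106 to 0.932, and no adjusted p under 0.911 with an estimated correlation.

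In duck the homeobox genes HOXA9, HOXA10 (−3.08) and HOXA11 (−2.85) were lower in males, 3 of 9 HOX genes over all genes, and 4 lower and 3 higher when adjusted over the list alone (camera adjusted p = 0.0303, adjusted p = 0.415 with an estimated correlation). PDGFRB (0.83, adjusted p = 0.0356) and AURKA (0.89, adjusted p = 0.0399) were male-biased, the one called of 14 fibroblast genes (3 when adjusted over the list alone) and of 16 cell cycle genes (2 when adjusted over the list alone, camera adjusted p = 0.0303, adjusted p = 0.696 with an estimated correlation). Among 65 ribosomal proteins RPL22 (0.87) was higher and RPL29 (−0.86) and RPL6 (−0.60) lower in males, with 2 higher and 2 lower over all genes and 3 higher and 2 lower when adjusted over the list alone (camera adjusted p = 2.49e-07, lower, adjusted p = 0.669 with an estimated correlation). Of 14 amino acid stress genes ALDH1L2 (2.09) was higher and SLC7A11 (−1.30) lower, 1 and 6 when adjusted over the list alone (camera adjusted p = 8.19e-06, lower, adjusted p = 0.415 with an estimated correlation). NDRG1 (1.03) of the glycolysis and hypoxia list and DNAJA1 (0.71) of the chaperones were also male-biased (1 and 2 when adjusted over the list alone). The set of glycolysis and hypoxia genes gave camera adjusted p = 0.0835, the cartilage genes 0.261, and the remaining 6 duck lists (fibroblast, myofibroblast, collagens, cholesterol synthesis, chaperones, interferon) 0.740 to 0.995. When adjusted over the list alone, 3 myofibroblast genes were higher and 1 lower (TPM2 over all genes), and 4 collagens (COL6A3 over all genes) and 2 cholesterol synthesis genes (0 over all genes by limma) were higher, with 1726 peaks of all genes at an unadjusted p under 0.05.

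In quail no list had more than 1 called member. Quail HSP90AB1 was the one called chaperone (1 higher and 2 lower when adjusted over the list alone), and 0 of the other members were called. Camera gave adjusted p = 0.00874 for 10 myofibroblast genes (−0.53 on median) and for 19 cell cycle genes (0.37), with adjusted p = 0.913 for each with an estimated correlation. For 71 ribosomal proteins (−0.14) it gave adjusted p = 4.27e-04 (adjusted p = 0.913 with an estimated correlation). For 11 amino acid stress genes (0.65, 2 higher when adjusted over the list alone) it gave adjusted p = 0.0316 (adjusted p = 0.696 with an estimated correlation). The other 10 quail lists tested (fibroblast, 3 skeletal muscle genes, cartilage, 5 blood genes, HOX, collagens, cholesterol synthesis, glycolysis and hypoxia, chaperones and interferon) gave camera adjusted p from 0.0962 for skeletal muscle to 0.914 for chaperones. Of these, 1 cholesterol synthesis gene was lower and 1 glycolysis and hypoxia gene higher when adjusted over the list alone. Lists with 1 or 2 measured genes have no set test. The endothelium gene of quail was lower in males when adjusted over the list alone (−2.34). The endothelium (0.12), epithelium (0.08), skeletal muscle (−0.25) and neural crest and nerve (0.03) genes of duck, and the neural crest and nerve (−1.03) and 2 gonad sex genes (1.30) of quail were not called over all genes or over the list alone. The same holds for the skeletal muscle (0.81) and gonad sex gene (0.19) of chicken, and the blood (−1.55), neural crest and nerve (−0.97) and 2 gonad sex genes (−0.88 on median) of zebra finch. The median and the test differ in sign for the fibroblast genes of duck, for the collagens, chaperones and interferon genes of quail, and for the glycolysis and hypoxia genes of chicken.

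In zebra finch the lists compare 1 male culture with 3 female ones, so their values describe that culture and test no difference between the sexes. Among the 15 amino acid stress genes CHAC1, a glutathione-degrading enzyme gene, had a log2 male/female ratio of −3.49, PHGDH of serine synthesis −2.62 and PSAT1 −2.52. Of the list 11 were lower in this culture when adjusted over the list alone and 0 over all genes by limma, and no other list had a member called over all genes. When adjusted over the list alone, 4 of 9 myofibroblast genes, 1 of 25 collagens, 3 fibroblast genes and 1 chaperone were lower and 1 of 65 ribosomal proteins was higher. By camera with an estimated correlation, the 14 lists tested had adjusted p of 0.249 or more.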

We analyzed our datasets for differentially expressed genes between male and female fibroblast cells in each species (Additional file 8: Table S7 with top 50 highlighted; top 8 shown in Additional file 1: Fig. S9). We noticed four interesting features, both validating previous findings and offering new insight to dosage compensation and CASI. First, one chicken chrZ gene (LOC112530614) exhibited strong inactivation in male fibroblast cells. This gene is located within the *MHM1* (male hypermethylation 1) locus (Additional file 1: Fig. S7B) reported to be downregulated in male and active in female [14, 17, 40] and hypothesized to positively regulate female chrZ genes [41]. 

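LOC112530614, the chicken chrZ gene in the MHM1 locus, was listed at 0 in both male cultures and had 6.72 ± 2.48 TPM (SD, n = 4) in females. The log2 difference, male minus female on the scale of log2(TPM + 1), was −2.90 (standard error 0.47, adjusted p = 0.0238 from limma), and every female culture lay above both males. Its peak lies in an exon on chrZ of galGal6 from 27365237 to 27365337. The male cultures come from 1 embryo. The files of the other 6 species hold no gene of this name.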

Although this *MHM1* locus is conserved in Galloanserae, it is not universally present in birds [14, 42]. 

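Beside its main peak, HINTW had a second promoter peak on chrW of galGal6, from 1841186 to 1841495, with 10.2 ± 1.40 TPM (SD, n = 4) in female chicken and listed at 0 in both male cultures (adjusted p = 0.00168 from limma). The main peak lies from 1840552 to 1840886. On the opposite strand, one overlapping the main peak and one between the 2 peaks, are peaks given to LOC112530493, of 14.3 ± 3.14 and 6.71 ± 2.83 TPM (SD, n = 4) in females and listed at 0 in males. LOC107049046, another chrW gene, had 305 ± 30.8 TPM (SD, n = 4) in females and 0.0919 ± 0.13 TPM (SD, n = 2) in males.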

Second, *HINTW* was listed as a chrW gene expressed in a female-specific manner in the chicken (Fig. 1F), validating previous reports from our and other labs [21, 43–45]. Direct- and cross-mapping suggested presence of female-specific *HINTW* expression in all species analyzed except for the emu (in which the homomorphic nature of its chrZ and chrW precluded us from making an unambiguous prediction). 

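Other chrW genes were as female-specific as HINTW of chicken, the 1 species whose file holds a gene of that name. In zebra finch LOC116806950 had 3761 ± 284 TPM (SD, n = 3) in females and 0.0922 TPM in the male (adjusted p = 8.41e-04 from limma), LOC100190380 had 1609 ± 131 TPM and was listed at 0 in the male, and LOC100189940 had 630.1 ± 54.6 TPM and was listed at 0 in the male. In duck LOC113841927 had 226 ± 20.0 TPM (SD, n = 2) in females and 0.0225 ± 0.0450 TPM (SD, n = 4) in males, and the 2 chrW genes that were not called, LOC113841282 and LOC119714329, had peaks in male cultures too. The zebra finch and duck files do not say which of these is the HINTW copy. HINT1, the gene on chrZ, had 355 ± 86.9 TPM in male and 224 ± 53.3 TPM in female quail (adjusted p = 0.391), 485 ± 36.9 and 345 ± 0.514 TPM in duck (adjusted p = 0.0634) and 491 and 196 ± 30.8 TPM in zebra finch (adjusted p = 0.42), with no peak in the chicken file under this name.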

Third, many genes found in this study had not been reported previously and constituted a valuable resource for future functional studies of CASI in each species (Additional file 8: Table S7) (e.g., chicken *COL4A1* and *AHCY*, quail *HSPA8*, and emu *RAD23*). 

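COL4A1, which encodes a chain of basement membrane collagen, had 124.5 ± 31.6 TPM (SD, n = 2) in male and 30.1 ± 11.9 TPM (SD, n = 4) in female chicken, at a promoter peak on chromosome 1 of galGal6 from 140248930 to 140249271. This is 4.14-fold (log2 ratio 2.06, standard error 0.31, adjusted p = 0.0172 from limma). AHCY of chicken, an enzyme gene of methionine metabolism on chromosome 20, had 2 peaks outside its promoter that were listed at 0 in both males and had 45.6 ± 15.8 and 43.3 ± 18.6 TPM (SD, n = 4) in females (adjusted p = 1.03e-04 and 3.58e-04). Its promoter peak had 21.7 ± 2.41 TPM (SD, n = 2) in males and 33.2 ± 4.19 TPM (SD, n = 4) in females, a log2 ratio of −0.58 (adjusted p = 0.101). HSPA8 of quail, a heat shock chaperone gene on chromosome 24, had 382 ± 34.6 TPM (SD, n = 2) in males and 39.3 ± 20.9 TPM (SD, n = 4) in females, a 9.73-fold difference (log2 ratio 3.39, standard error 0.45, adjusted p = 0.0662). RAD23B of emu, a gene of DNA repair, was listed at 0 in both males at 2 peaks, with 17.4 ± 0.894 TPM (SD, n = 4) in females at the one on chrW (adjusted p = 1.31e-04) and 18.5 ± 1.54 TPM (SD, n = 4) at one on an unplaced sequence (adjusted p = 1.25e-04).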

Lastly, we uncovered a gene that was highly expressed and universally sex-dimorphic in all seven species (Additional file 1: Fig. S10A). This gene is located on chrZ and encodes *RPS6* (ribosomal protein subunit 6) (Fig. 2A). It is extremely conserved evolutionarily (Fig. 2B, Additional file 1: Fig. S10B). 

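RPS6 was called male-biased in 5 of the 7 species, though in none of chicken, turkey, peafowl and duck with 1 value per embryo, and was one of many chrZ genes whose male cultures all lay above the female ones. TPM2, a chrZ gene of muscle-type actin filaments that was chosen after its values were seen, was called in chicken (1580.5 ± 4.36 TPM, n = 2, against 929 ± 20.6, n = 4, adjusted p = 0.00726), duck (1161 ± 124 TPM, n = 4, against 495 ± 11.1, n = 2, adjusted p = 0.00253) and peafowl (2233 ± 300 TPM, n = 4, against 1238 ± 81.5, n = 2, adjusted p = 0.0188), but not in quail (adjusted p = 0.358) or zebra finch (adjusted p = 0.777). Of 334 genes called male-biased in some species, 35 were called in at least 2, of which 33 lie on chrZ. RPS6 was the 1 gene called male-biased in at least 5 species, at an adjusted p under 0.05 and under 0.1 alike. Chicken and duck shared 30 male-biased genes, against 2.72 for independent lists, and among chrZ genes alone 29 against 17.9. Of 158 female-biased genes, 2 were called in 2 species. These counts cover genes with a symbol, of which turkey, peafowl and emu have 28, 35 and 30 with a promoter peak. At an adjusted p under 0.05 quail had 1 male-biased gene and zebra finch 0. Few genes other than RPS6 could therefore reach 5 species, and that it was the only one does not set it apart.

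Of the 193 chrZ genes with promoter peaks in chicken, quail, duck and zebra finch, 81 (42.0%) had every male above every female culture in all 4 species, where exchanging the sexes of embryos gives at most 0.926%, and 142 had mean log2 ratios above 0 in all 4. Of 2988 autosomal genes with peaks in the 4 species, 1 had every male above and 1 every female above. By the mean log2 ratio over the 4 species RPS6 (1.06) stood 17th, behind ANKRA2 (1.34, at 18.4 TPM), ANXA1, an annexin gene (1.34, at 439 TPM), CKS2 (1.31), RNF20 (1.25), CENPH (1.23) and FAM172A (1.19), and by its level of 1233 TPM it stood the third. The ranks by ratio rest in part on the 1 male culture of zebra finch, where RPS6 had 1.77 and ANXA1 3.01. In chicken, quail and duck RPS6 had 0.72, 1.02 and 0.71, and ANXA1 0.55, 1.05 and 0.75. RPS23, the gene of another ribosomal protein, had 0.90. LOX, which encodes lysyl oxidase and had 964 TPM, had log2 ratios from −0.19 in quail to 0.04 in chicken, with every female above the male in zebra finch. These genes were chosen after their values were seen.

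**Figure D3:**
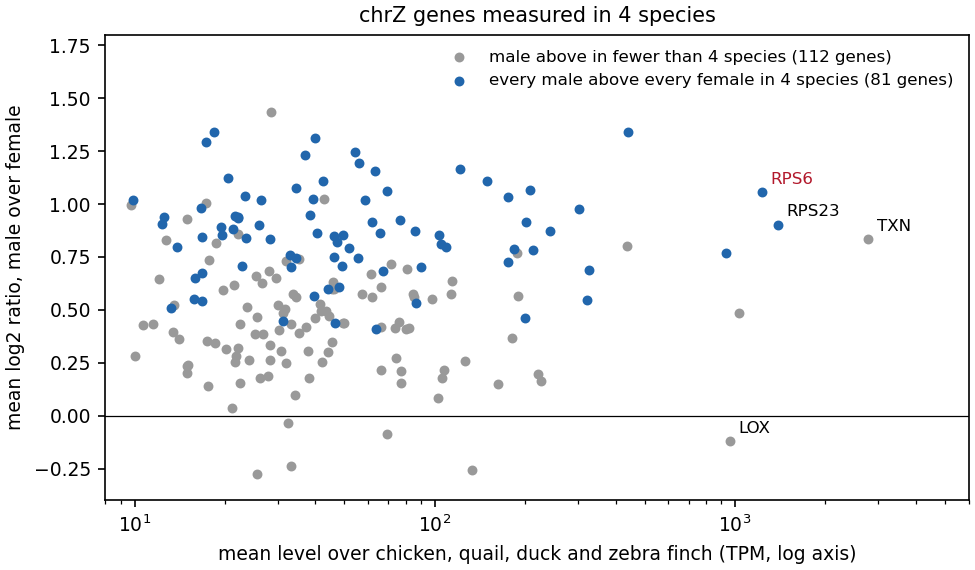
Mean log2 male/female ratio of 193 chrZ genes over chicken, quail, duck and zebra finch against their mean level in TPM on a log axis, with the 81 genes whose male cultures all lie above the female ones in the 4 species in blue and the other 112 in grey. RPS6 lies among the blue genes at a log2 ratio of 1.06 and 1233 TPM, and LOX near 0 at 964 TPM.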

Stably higher *RPS6* expression in male cells at stages prior to gonadal differentiation (Additional file 1: Fig. S11A) and male-biased expression in all tested avian fibroblast cells indicated by CAGE (Fig. 2C) suggest its universal role in CASI. 

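RPS6, which encodes a protein of the small ribosomal subunit, was higher in every male than in every female culture of all 7 species, by 1.64-fold to 3.41-fold. In chicken its main promoter peak had 1552 ± 142 TPM (SD, n = 2) in males and 939 ± 45.6 TPM (SD, n = 4) in females, 1.65-fold (log2 ratio 0.72, standard error 0.11, adjusted p = 0.0174 from limma). In quail it had 3121 ± 316 and 1554.5 ± 279 TPM, 2.01-fold (log2 ratio 1.02, standard error 0.22, adjusted p = 0.140). Turkey had 2568 ± 359 TPM (SD, n = 4) in males and 1462 ± 96.0 TPM (SD, n = 2) in females, 1.76-fold (log2 ratio 0.80, standard error 0.15, adjusted p = 0.0371). In peafowl 2 gene models carry the name, with 2189 ± 137 and 2178.5 ± 135 TPM (SD, n = 4) in males and 1112 ± 227 and 1105.5 ± 222 TPM (SD, n = 2) in females, each 1.97-fold (log2 ratio 0.99, adjusted p = 0.00921 and 0.00893). Duck had 736 ± 76.9 TPM (SD, n = 4) and 449 ± 51.0 TPM (SD, n = 2), 1.64-fold (log2 ratio 0.71, standard error 0.14, adjusted p = 0.0340, and 0.56 after TMM scaling with adjusted p = 0.0730). Zebra finch had 1169.5 TPM in the male and 343 ± 14.8 TPM (SD, n = 3) in females, 3.41-fold (log2 ratio 1.77, standard error 0.22, adjusted p = 0.123, and adjusted p = 0.0019 by edgeR's likelihood ratio test, chosen after the data were seen). Emu had 1572 ± 250 TPM (SD, n = 2) and 726 ± 102 TPM (SD, n = 4), 2.16-fold (log2 ratio 1.11, standard error 0.15, adjusted p = 0.0179). With 1 value per embryo the adjusted p of limma was 0.2945 in chicken, 0.477 in quail, 0.103 in turkey, 0.1002 in peafowl and 0.4325 in duck. The exact permutation test over the 3 embryos of a species gives p = 0.333, the smallest possible, in these 5 species, and over the cultures of zebra finch p = 0.25. Leaving out 1 library kept the adjusted p under 0.05 in 3 of 6 cases in chicken, 1 of 6 in turkey, 5 of 6 in peafowl, 1 of 6 in duck and 3 of 6 in emu. From the male bias in all species and in chicken embryos before gonadal differentiation (Fig. S11A), the paper proposes a universal role of RPS6 in cell autonomous sex identity.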

Differential expression of *RPS6* in male and female fibroblast cells was further validated by quantitative PCR using fibroblast RNA from the chicken, quail, duck, and zebra finch (Fig. 2D). Furthermore, *RPS6* expression was not affected by tested media conditions (Additional file 9: Table S8), although potential culture media-introduced bias in fibroblast transcriptome cannot be ruled out and awaits further investigation (Additional file 1: Fig. S12).

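RPS6 was somewhat lower in DMEM high glucose than in DMEM/F12 in each of 6 species, and in none was the difference called by limma. In chicken it had 1092 ± 312 TPM (SD, n = 3) in high glucose and 1195 ± 398 TPM (SD, n = 3) in F12 (log2 difference −0.12, adjusted p = 1). The log2 differences were −0.20 in quail (1932 ± 856 and 2222 ± 1004 TPM, adjusted p = 0.948), −0.20 in turkey (2044 ± 648 and 2355 ± 721 TPM, adjusted p = 0.949), −0.23 in peafowl (1706 ± 654 and 1954 ± 595 TPM, adjusted p = 0.868), −0.23 in duck (590.1 ± 161 and 691 ± 179 TPM, adjusted p = 1) and −0.32 in emu (898 ± 434 and 1119 ± 546 TPM, adjusted p = 0.865). With the embryo as a replicate block, since both media of an embryo form a pair, limma gave adjusted p = 0.698 in chicken and 0.633 in quail. It gave 0.534 in turkey, 0.103 in peafowl and 0.506 in duck. For this 1 gene the unadjusted p of that fit was 0.284, 0.285, 0.157, 0.0207 and 0.0352 in the same order. In emu, with sex as a covariate, limma gave an unadjusted p of 0.00686 (adjusted p = 0.124). A small effect of the medium on RPS6 is therefore not excluded. The exact test of 3 pairs cannot fall under 0.25.

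Other genes were called between the media. In quail CTSS, a lysosomal protease gene of macrophages, had 94.5 ± 14.9 TPM (SD, n = 3) in high glucose and 10.4 ± 2.59 TPM in F12 (9.12-fold, adjusted p = 0.0169). Also higher in high glucose were HMOX1, the heme oxygenase gene, 179 ± 19.8 and 52.6 ± 3.17 TPM (3.41-fold, adjusted p = 0.0263), DHRS7 76.5 ± 11.0 and 17.3 ± 1.92 TPM (4.43-fold), PLAC9 45.4 ± 7.79 and 9.13 ± 1.49 TPM (4.98-fold) and GPNMB 238 ± 234 and 1.37 ± 0.297 TPM (adjusted p = 0.0282). With the embryo as a replicate block COL4A1 was higher in high glucose as well (196 ± 55.2 against 27.6 ± 14.5 TPM, 7.11-fold, adjusted p = 0.0196). By the same model REM1 (4.97-fold), RFLNA (3.04-fold), RCAN1 (5.28-fold), ARPC1B (4.32-fold) and CHRDL2 (5.61-fold) were higher in F12. In peafowl with the same block FOS (2.34-fold, adjusted p = 1.32e-06), MUSTN1 (2.53-fold), AKR1D1 (2.06-fold) and STARD4 (1.48-fold) were higher in high glucose. Higher in F12 were the muscle genes ACTA1 (2.33-fold), CNN1 (1.81-fold) and ACTA2 (1.30-fold), besides TARDBP (4.40-fold) and TCF3 (1.41-fold). SFRP2 of turkey, a Wnt antagonist gene, was 1.92-fold higher in F12 (adjusted p = 0.0292 with the block).

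In all 48 genes were called between the media, 42 higher in high glucose and 6 in F12, of which 21 in peafowl, 18 in emu, 7 in quail and 2 in duck. In each of these 4 species the number fell to 0 by limma without some single library, such as C01 in peafowl (577 peaks at an unadjusted p under 0.05). None was called in chicken and turkey by limma, with 338 of 9084 and 668 of 6924 peaks at an unadjusted p under 0.05. With the embryo as a replicate block the numbers were 0 in chicken, 34 in quail, 111 in turkey, 933 in peafowl and 1 in duck, and no such model was fitted in emu, where the labels of the embryos conflict. In quail 5 blood cell genes had higher means in high glucose, LCP1 (log2 difference 4.82), SPI1 (4.47), CSF1R (3.28), LAPTM5 (2.68) and PTPRC (2.49). These are all 5 of those measured when adjusted over the list alone and 0 over all genes by limma, where 1032 peaks had an unadjusted p under 0.05, and edgeR called 3 genes of any kind. Camera gave adjusted p = 4.79e-06 for the list (adjusted p = 0.241 with an estimated correlation). The lists were tested by medium only after the data were seen.

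Members of other lists also differed between the quail media, in the same cultures as the blood cell genes, and C30, a high-glucose library, had the lowest mean correlation with the others. Without C30 limma called 8 genes of quail between the media, without C28 13 and without C25 none (727 peaks at an unadjusted p under 0.05). VEGFA (−1.62), CA9 (−3.77) and EGLN3 (−1.45) were 3 of 17 glycolysis and hypoxia genes lower when adjusted over the list alone (camera adjusted p = 1.19e-07, adjusted p = 0.241 with an estimated correlation), and COMP (−2.42) 1 of 6 cartilage genes (camera adjusted p = 2.92e-05, adjusted p = 0.197 with an estimated correlation). Of 22 quail collagens COL4A1 was higher and COL5A1 (−1.20) and COL7A1 (−1.23) lower when adjusted over the list alone (camera adjusted p = 0.0187, adjusted p = 0.241 with an estimated correlation). The ribosomal proteins of quail were lower (camera adjusted p = 2.99e-08, adjusted p = 0.407 with an estimated correlation), as were the cell cycle genes, while 6 interferon genes were higher (camera adjusted p = 0.00237 for each, adjusted p = 0.688 and 0.241 with an estimated correlation). In chicken the 19 cholesterol synthesis genes were higher in high glucose (0.34 on median, camera adjusted p = 2.92e-06) and the myofibroblast (adjusted p = 3.94e-05) and cartilage genes (adjusted p = 0.0390) lower, each with adjusted p = 0.712 with an estimated correlation. The ribosomal proteins of chicken were lower too (camera adjusted p = 1.74e-05, adjusted p = 0.751 with an estimated correlation). In duck the myofibroblast genes, with ACTG2 at −1.02, and the ribosomal proteins were lower (camera adjusted p = 0.00206 for each, adjusted p = 0.406 and 0.696 with an estimated correlation). So were the glycolysis and hypoxia genes (camera adjusted p = 0.00461, adjusted p = 0.512 with an estimated correlation) and the collagens (camera adjusted p = 0.0356, adjusted p = 0.694 with an estimated correlation). No list of chicken or duck had a member called over all genes by limma, and the other lists of the 3 species gave camera adjusted p of 0.0711 or more.

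**Figure D4:**
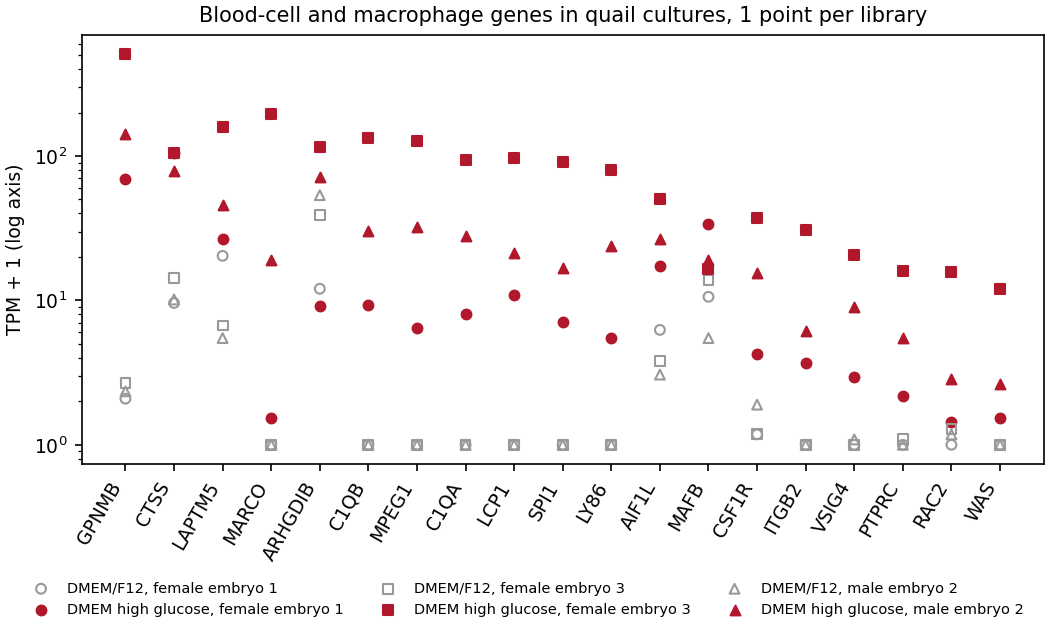
TPM + 1 on a log axis of 19 genes in the 6 quail CAGE libraries, 3 in DMEM/F12 and 3 in DMEM high glucose. MPEG1, C1QB, MARCO, LY86, ITGB2 and WAS were listed at 0 in every F12 culture and were above 0 in every high glucose culture.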

**Fig. 2:**
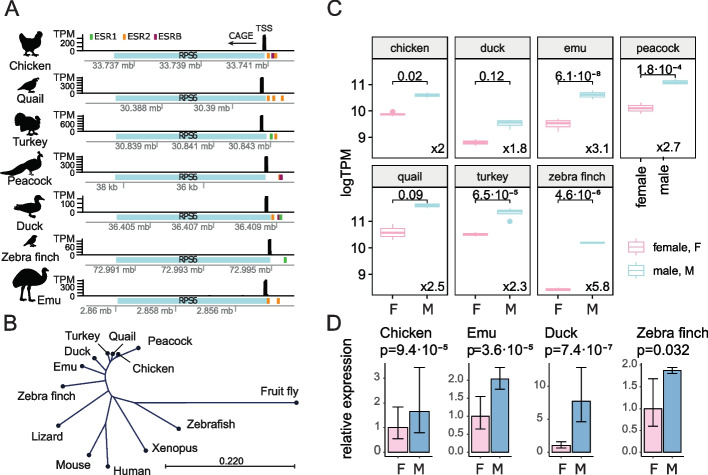
RPS6 is a universal marker of sex identity in avian fibroblast cells. **A** Genomic view of *RPS6* in all studied species. This gene has single sharp TSS peak, one annotated isoform, and similar sizes in all species. Promoter sequences (500 bp) were analyzed for presence of estrogen hormone receptor DNA binding motifs. Motif matches with *p* value < 0.001 are shown. **B** A phylogenetic tree for *RPS6* based on nucleotide sequences alignment. **C** CAGE expression profiles of *RPS6* gene. Expression of RPS6 is higher in male fibroblast cells. FDR values from differential expression analysis are shown. Bottom right numbers represent fold change between male and female samples. **D** qPCR for *RPS6* confirmed statistically stable up-regulation of the gene in male fibroblast cells. Number of biological replicates for chicken—3 males, 4 females (× 2 technical replicates). For other species, number of replicates is same in CAGE experimental design

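RPS6 was read almost wholly from 1 promoter peak in each species but peafowl, where 2 gene models have a peak of like size. In chicken the main peak lies on chrZ of galGal6 from 33740841 to 33740988, and the 2 further promoter peaks had 22.8 ± 3.14 and 17.4 ± 1.71 TPM (SD, n = 2) in males. In duck the main peak lies on chrZ from 36408645 to 36408806, and 3 smaller promoter peaks had 8.51 ± 1.36 to 35.3 ± 5.63 TPM (SD, n = 4) in males and ratios of 2.75-fold to 3.97-fold. The main peaks of quail (30390805 to 30390959), turkey (33771884 to 33772060), zebra finch (72994890 to 72995055) and emu (20937710 to 20937840) lie on chrZ too, all within 1 kb of the gene start. The 2 peafowl models lie on sequences that the files do not place on a chromosome, from 34313 to 34478 and from 109548 to 109687.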

*RPS6* has been implicated in metabolic regulation in mouse embryonic fibroblast cells [46] and cell cycle regulation in chicken embryonic fibroblast cells [47], suggesting its involvement in sex-specific metabolic and/or cell-cycle regulation. Supporting a potential role of *RPS6* in avian CASI, this gene was reported to play a role in sex-specific vocal learning in zebra finch [48], and its expression exhibited both cell-autonomous dimorphism and estrogen inducibility in song regions of the finch brain, suggesting that *RPS6* promoter is able to integrate both cell-autonomous, sex-specific transcriptional control and sex hormone-mediated systemic regulation. This latter aspect was supported by the presence of estrogen receptor binding sites in avian *RPS6* promoters (Fig. 2A). It may also be a conserved feature in mammals, as *RPS6* was recently identified as a significant indicator for sex-specific prognosis of diffuse glioma in humans [49].

## Conclusions

In this work, we used embryonic fibroblast cells from seven birds and showed that avian chrZ genes were highly dosage-compensated, similar in its extent to mammalian chrX. Avian and mammalian dosage compensations likely involve different molecular mechanisms. Some chrZ genes were not compensated and may play a role in sex determination. *RPS6* was identified as the only chrZ gene exhibiting male-biased expression in all species examined.

## Methods

### Egg collection and fibroblast cell preparation

Avian eggs from seven different species [chicken (*Gallus gallus domesticus* ), quail (*Coturnix coturnix japonica*), turkey (*Meleagris gallopavo domesticus*), blue peafowl (*Pavo cristatus*), duck (*Anas platyrhynchos domesticus*), zebra finch (*Taeniopygia guttata*) and emu (*Dromaius novaehollandiae*)] were obtained from the following sources in Japan: chicken eggs from Shimojima Farm, Kanagawa; blue peafowl eggs from Kumamoto City Zoo and Botanical Gardens, Kumamoto; quail eggs from Motoki corporation, Saitama; duck eggs from Shiina Hatchery Co., Ltd. , Chiba; turkey eggs from Shimanto Turkey Growers Association, Kochi; emu eggs from Japan Eco System Co., Ltd., Fukuoka; and zebra finch eggs from Hokkaido University, Hokkaido. For fibroblast cell preparation, chicken eggs were incubated at 38.5 °C to reach to stage HH36 [50]. Developmental speed and total incubation time vary among birds [51]. Embryos of all other species were incubated at 37.5–38.5 °C to reach the equivalent stage of chicken HH36. This corresponded approximately to day 10 (D10) in chicken, D9 in quail, D13 in duck and blue peafowl, D14 in turkey, D23 in emu, and D8 in zebra finch. Embryos were then treated by removal of head and neck, limb, skin and fat deposit, and internal organs. The remained trunk portion was trypsinized at 37 °C, followed by neutralization and centrifugation to obtain digested cell pellet. Cell pellet was resuspended with DMEM/10%FBS (FBS Cat# S1820-500 from Biowest, France; DMEM high glucose Cat# 043-30085 from FUJIFILM Wako Chemicals, Japan) and seeded in DMEM/10%FBS or DMEM/F12/10%FBS (DMEM/F12 Cat#042-30795 from FUJIFILM Wako Chemicals, Japan) for expansion.

### CAGE-seq

Total RNA was prepared using commercial reagents (TRIzol, Invitrogen) from each sample of avian embryonic fibroblast cells at the fifth Passage. Five micrograms of RNA from each fibroblast sample was used for nAnTi-CAGE library preparation and subsequent sequencing using the Illumina HiSeq2500 platform (K. K. DNAForm, Yokohama, Japan). Quality of sequenced CAGE reads was checked by using FastQC v0.11.5 and then trimmed with fastx_trimmer -Q33 -l 75 (FASTX Toolkit 0.0.14). Moirai removeN script was applied to remove reads with “N” nucleotides. CAGE reads matching to adapters or rRNA (Moirai defined rRNA for galGal3) were removed with Trimmomatic-0.38 and RNAdust 1.06, respectively. Trimmed CAGE reads were aligned with BWA 0.7.10-r789 and unmapped reads realigned with Hisat2 v2.1.0 to following reference assemblies: chicken - galGal6 (GCF_000002315.6), quail - Coturnix_japonica_2.1 (GCF_001577835.2), turkey - melGal5 (GCF_000146605.3), turkey - MGAL_WU_HG_1.0 (GCA_905368555.1), peacock - GT_SO_6221 (http://gigadb.org/dataset/100559), duck - ZJU1.0 (GCF_015476345.1), zebra finch - bTaeGut2.pat.W.v2 (GCF_008822105.2), emu - droNov1 (GCF_003342905.1), emu - ZJU1.0 (GCA_016128335.1). Alignments were processed into CTSS (CAGE transcription start sites) and CAGE peaks with PromoterPipeline [52] with default threshold of at least 10 TPM (tags per million) in one of the samples. CTSS and CAGE peaks data were deposited in Zenbu (https://fantom.gsc.riken.jp/zenbu/reports/#Birds_Promoter_Atlas). CAGE libraries of all bird species and Chicken FANTOM data [28] were realigned to galGal6 and analyzed using the same approach. CAGE peaks were associated with nearby transcripts located on the same strand by using ChIPseeker v1.32.0 package for R. Gene models for MGAL_WU_HG_1.0 were built by using Augustus v3.2.3 with --species=chicken option and hints based on EST and mRNA for melGal5 obtained from UCSC and mapped with blat v.36x2 to MGAL_WU_HG_1.0. Completeness of gene annotation accessed by BUSCO v3.0.2 (76.8% complete). 2kb regions of CAGE peaks located within 100 bp from transcript start were used as a training set for TSSClassifier [24], and remaining distal intergenic, intronic, exonic, and UTR CAGE peaks were analyzed and classified into “promoters” or “not-promoters” TSS peaks. For the rest of the analysis, we used only promoter region localized (within 3 kb) peaks or other TSS peaks classified as “promoter.” Differential expression analysis was carried by using edgeR v3.38.1 package for R for each species separately on TPM counts using Generalized linear models’ approach. Cross-species comparison was carried out for the purpose of validation (Additional file 1: Fig. S13) through previously described approach [53] which uses modified variance-stabilizing transformation. Human dermal and mouse embryonic fibroblast samples were obtained from FANTOM6 and 5 repositories, respectively. Orthologs defined by using blastp (v2.2.29) -evalue 1e-5 against chicken protein sequences. Species specific genes were obtained by applying differential expression approach on cross-species normalized counts. To note, peacock genome is assembled to the level of scaffolds and chromosomes information is not available. For Additional file 1: Fig. S5, chicken sex chromosomes were used for Blastn against peacock assembly and the best match scaffold considered as a sex chromosome in peacock. Quail, peacock, and turkey genome assemblies do not include chrW.

### RNA-seq

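By RNA-seq, chrZ genes were higher in the male than in the female library to about the same extent as by CAGE. The median log2 ratio of chrZ genes exceeded that of autosomal genes by 0.55 in chicken, 0.63 in quail, 0.65 in turkey, 0.53 in duck and 0.07 in emu, and by 0.58, 0.60, 0.64, 0.49 and 0.07 in the CAGE libraries of the same cultures. RPS6 had 1593 FPKM in the male and 975 in the female library of chicken (1.63-fold), 2089 and 1435 in quail (1.46-fold) and 1936 and 987 in turkey (1.96-fold). It had 3170 and 1848 in peafowl (1.715-fold), 1159 and 995 in duck (1.165-fold) and 1950.5 and 766 in emu (2.55-fold). The duck ratio lay below the 1.64-fold of CAGE over all duck cultures. With 1 library per sex these ratios have no replicate check and no test. In emu the male library was grown in F12 and the female one in high glucose, and in the other 5 species both were grown in the same medium.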

Paired end libraries for RNAseq were prepared for each species using 1 female and 1 male samples from each species (a subset of samples used for CAGE-seq) and sequenced on Illumina HiSeq2500 (K. K. DNAForm, Yokohama, Japan). Reads were trimmed against adapter sequences and rRNA with Trimmomatic-0.38, aligned to the genome assemblies with Hisat2 v2.1.0, and counted against gene models with HTSeq v2.0.1. FPKM values were counted with edgeR package for R. Batch effect correction for MDS plot was done by using limma (“removeBatchEffect” function). scRNAseq analysis of published HH4-HH7 and S4-S13 data [54, 55] was carried out by using cellranger-7.0.1 and galGal6 as a reference. Obtained counts were processed through Pagoda2 and Conos packages with default settings to make integrated normalized expression matrix.

### qPCR

Total RNA extracted from fibroblast cells was used to obtain cDNA with SuperScript III Reverse Transcriptase kit (Thermo Fisher). Primers were designed for *RPS6* as follows: forward primer #1 matching exon 2 and 3 GGAGTGGAAGGGCTATGTTG, reverse primer #1 matching exon 4 – TTGAACAGCTTGCGGAT, insert size 309 bp; forward primer #2 matching exon 3 GACGTGTCCGCCTTCTGCTC; reverse primer #2 matching exon 4 – TTCCTCACAACATACTGGCG, insert size 268 bp. 

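ARPP19 and YWHAE, the genes of a phosphoprotein and of a 14-3-3 protein, were not called between the sexes by CAGE at their main peaks in chicken, quail, duck and zebra finch, and their means differed by up to 1.29-fold. In chicken ARPP19 had 395 ± 55.4 TPM (SD, n = 2) in male and 367 ± 48.8 TPM (SD, n = 4) in female fibroblasts (adjusted p = 0.844 from limma), and YWHAE 428 ± 12.3 and 439 ± 32.2 TPM (adjusted p = 0.940). In quail they had 486 ± 103 and 399.6 ± 28.7 TPM (adjusted p = 0.631) and 435 ± 63.5 and 428 ± 39.7 TPM (adjusted p = 0.976). In duck YWHAE had 613 ± 67.8 and 518 ± 30.3 TPM (adjusted p = 0.366), and the main peak of ARPP19 309 ± 59.8 and 321 ± 35.4 TPM (adjusted p = 0.862). In zebra finch the male had 356 TPM of ARPP19 and 315 of YWHAE, and females 317 ± 24.9 and 244 ± 71.3 TPM (SD, n = 3, adjusted p = 0.898 and 0.855).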

Two genes with stable expression profiles *ARPP19* and *YWHAE* were selected for control with primers as follows: *ARPP19* forward primer on exon 2 – TGAAAGCAAGATACCCTCAT, reverse on exon 3 – TCTTCATCTTTGCTTTAGCC, size 126 bp; *YWHAE* forward on exon 2 – CAGTGGAAGAAAGAAACCTG, reverse on exon 3 – GAATGAGGTGTTTGTCCAGT, size 216 bp. Efficiency of primers was tested in series of cDNA dilutions 1:10, 1:100, 1:1000, 1:10000, and *RPS6* primers #2 with *YWHAE* as control were selected for qPCR. The primer efficiency calculated as *E* =( 10^(-1/Slope)-1) × 100 (Additional file 1: Fig. S11B). qPCR was done on LightCycler 96 (Roche) with at least two technical and two biological replicates. Data was analyzed in pcr v1.2.2 package for R. Nucleotide alignment for *RPS6* CDS and tree (Neighbor Joining method, Jukes-Cantor distance measure, bootstrap 1k) was created by using CLC Genomic Workbench 20.0.

### Supplementary Information

**Additional file 1:** **Fig. S1.** Experimental design and the data analysis pipeline. **Fig. S2.** Correlation between CAGE replicates. **Fig. S3.** Correlation between CAGE-seq and RNA-seq methods in birds. **Fig. S4.** Peak distribution and model efficiency estimation. **Fig. S5.** Sample MDS plots and hierarchical clustering. **Fig. S6.** Expression profiles for gametologue genes defined by blast between chrW and chrZ genes. **Fig. S7.** Genomic views. **Fig. S8.** Autocorrelation of CAGE expression on chromosome. **Fig. S9.** Top male-female marker genes in avian fibroblast cells. **Fig. S10.** RPS6 is a universal male-biased marker. **Fig. S11.** RPS6 expression in chicken embryonic cells and qPCR validation. **Fig. S12.** Medium composition effect contribution on sex chromosome gene expression in fibroblast cells. **Fig. S13.** Cross-species comparison of fibroblast gene expression.

**Additional file 2:** **Table S1.** Embryonic fibroblast samples statistics.

**Additional file 3:** **Table S2.** Transcribed promoters identification in birds fibroblasts.

**Additional file 4:** **Table S3.** Numbers of differentially expressed genes between males and females samples

**Additional file 5:** **Table S4.** Sex chromosome gene expression contribution to sex differences of fibroblast cultures

**Additional file 6:** T**able S5.** Dimorphic gene enrichment per chromosome (Fisher exact test for DE genes FDR < 0.05 vs expressed genes)

**Additional file 7:** **Table S6.** Gametologue genes impact on differential expression estimates between male and female fibroblasts

**Additional file 8:** **Table S7.** CAGE peaks annotation and differential expression analysis (male vs female)

**Additional file 9:** **Table S8.** Effect of medium on RPS6 expression. Differential expression analysis for DMEM/10%FBS vs DMEM/F12/10%FBS

**Additional file 10.** Review history

## Data Availability

All transcriptomics data created in this work is deposited in GEO NCBI (GSE213253) as raw and processed expression tables with gene annotations [56]. Genomic views are available through Zenbu-reports [57] browser https://fantom.gsc.riken.jp/zenbu/reports/#Birds_Promoter_Atlas. Single cell RNAseq data for chicken embryo were accessed through GSE181577 [58] and GSE223189 [59].

# Supplementary material for: Dosage compensation of Z sex chromosome genes in avian fibroblast cells
**Source:** Genome Biol. 2023 Sep 20;24:213. doi: 10.1186/s13059-023-03055-z

Additional file 1

Supplementary Figure Legends

Fig. S1 Experimental design and the data analysis pipeline. **A:** Embryonic fibroblast cell morphology from three representative bird species. **B:** CAGE (cap analysis of gene expression) library preparation and processing steps. In total 40 samples from seven bird species with male and female samples in six replicates (three embryos x two culture conditions), except for the finch (4 replicates with three female samples and one male sample) were sequenced on Illumina Hiseq2500 with an average depth of 20M reads. After quality assessment reads were trimmed by quality scores, against adapters and rRNA sequences. Trimmed CAGE reads were aligned to reference genome assemblies (**Table S2**) and processed with PromoterPipeline (<https://github.com/Population-Transcriptomics/C1-CAGE-preview>) scripts to obtain CAGE peaks with expression values. CAGE peaks were associated to nearby genes and classified into “promoters” or “not-promoters” (M&M).

Fig. S2 Correlation between CAGE replicates. Pearson correlation for CAGE samples and replicates calculated on log₁₀(TPM) values for all CAGE peaks.

Fig. S3 Correlation between CAGE-seq and RNA-seq methods in birds. Scatter plots show log₂(cumulative TPM) values for CAGE and log₂(FPKM) for RNAseq with expression threshold for log₂values > 0.1. Two-sided Pearson’s test results are shown on top of the scatterplots for each species.

Fig. S4 Peak distribution and model efficiency estimation. **A:** CAGE peak distribution with regard to gene models. For turkey, there are two assemblies used: melGAI5 and MGAL_WU_HG_1.0 (labeled as “turkey”). For emu: droNov1 and ZJU1.0 (labeled as “emu”). Notably, significant number of peaks located in distal intergenic regions in both turkey assemblies, in peacock and ZJU1.0 emu assemblies. This is probably associated with gene model quality. We applied a sequence structure-based classification for CAGE peaks (TSSClassifier, M&M) using sequences of CAGE peaks located in known promoter regions as training set for the model. **B:** ROC analysis for the model efficiency estimation. This approach allowed us to rescue up to 17.8% CAGE peaks (**Table S2**). CAGE peaks localized in known promoter regions (3 kb from gene model start site) and remaining peaks classified as promoters were used in the rest steps of the analysis. **C:** CAGE peaks and promoters validation by RNAseq with 1FPKM threshold for positive genes.

Fig. S5 Sample MDS plots and hierarchical clustering. **A:** MDS plots for bird fibroblast cells using TPM (tags per million) counts of top 500 highly expressed genes. **B:** Expression profiles of CAGE peaks located on sex chromosomes. Hierarchical clustering of samples results in clear separation of male and female fibroblast cells. There is an obvious lack of chrW gene expression in male samples. In quail and turkey, chrW is not available, but the pattern was observed for chrZ genes. In peacock, expression of genes located on scaffolds similar to chicken sex chromosomes was enough for sample clustering into males or females (scaffold227_len202630_cov0 – chrZ, scaffold1585_len299260_cov0 – chrW defined by best blastn match).

Fig. S6 Expression profiles for gametologue genes defined by blast between chrW and chrZ genes. **A:** Chicken (GRCg6a) - 26 out of 30 gametologues are differentially expressed between male and female fibroblast cells (*ZFR*, *ZSWIM6*, *SUB1* and *MIER3* are not differentially expressed), **B:** Emu (GCA_016128335.1 ZJU1.0) - among 30 gametologues, there are three non-differentially expressed genes

g14360.t1 (*ANXA1*), g12622.t1 (*PSAT1*) and g12624.t1 (*TLE4Z1*). **C:** Duck (GCF_015476345.1 ZJU1.0) - there are 17 non-differentially expressed gametologue genes out of 50 determined by blast: *MAP1B*, *CHD1*, *RICTOR*, *ZFR*, *RASA1*, *PIAS2*, *UBAP1*, *SMAD2*, *KIF2A*, *SMAD7*, *LOC101794123*, *DNAJB5*, *GPBP1*, *GOLPH3*, *FAM219A*, *RPL37* and *IER3IP1*. **D:** Zebra finch (bTaeGut2.pat.W.v2) - out of 37 gametologues detected by blast there are 19 non-differentially expressed genes: *MAP1B*, *CHD1*, *ZFR*, *RASA1*, *TNPO1*, *KIF2A*, *SREK1*, *SNX18*, *ARRDC3*, *ZNF131*, *FCHO2*, *LOC100229438*, *GOLPH3*, *CDC37L1*, *SPIN1*, *UBE2R2*, *ZFAND5*, *SUB1* and *CZH18orf32*.

Fig. S7 Genomic views. **A:** Emu CAGE expression in fibroblast cells on chrZ sex determining region (SDR) and pseudoautosomal regions (PAR); **B:** CAGE expression in fibroblast cells in *MHM1* locus in chicken. UCSC RefSeq gene models for galGal6 are shown. CAGE track shows only uniquely aligned reads ($q > 3$ threshold). CAGE peak for *LOC112530614* was classified as a promoter. Cumulative expression of the *MHM1* locus is female specific in chicken fibroblast cells.

Fig. S8 Autocorrelation of CAGE expression on chromosome Z. Genes expressed on chrZ in fibroblast cells were ordered by coordinates. Linear models for $\log(\text{Fold change})$ values of compensated ($\text{FDR} > 0.05$) and non-compensated ($\text{FDR} < 0.05$) genes against coordinates on chrZ were submitted to Durbin-Watson autocorrelation test.

Fig. S9 Top male-female marker genes in avian fibroblast cells. Genes were sorted by FDR values. Top eight male and top eight female genes are shown for each species separately. Z-score calculated per gene on $\log_2(\text{TPM})$ values.

Fig. S10 *RPS6* is a universal male-biased marker. **A:** Upset plot for differentially expressed genes ($\text{FDR} < 0.1$) between male and female fibroblast samples defined by CAGE analysis. With such criteria *RPS6* is a top one gene in all studied bird species. **B:** *RPS6* protein identity across bird species studied in this work. Zebra finch *RPS6* is relatively distant from other species and this result correlates with its gene expression profile: 5.8 folds up-regulation in zebra finch male samples, and 2-3 folds in other species (Figure 2C).

Fig. S11 *RPS6* expression in chicken embryonic cells and qPCR validation. **A:** *RPS6* expression in male and female chicken embryonic cells. Two scRNAseq datasets (see references in text) were realigned and recalculated using galGal6 assembly as a reference. Next, data was processed with Pagoda2 and Conos packages for R. We defined female cells as those with *HINTW* expression > 0 . *RPS6* expression in male cells was higher on all tested stages. Two-sided T-test with Benjamini-Hochberg correction applied for statistical estimates. **B:** Primer's efficiency calculation for *RPS6* and control genes *YWHAE* and *ARPP19*. Efficiency = $(10^{(-1/\text{Slope})} - 1) * 100$. *RPS6* primer pair #2 and *YWHAE* were selected for qPCR analysis.

Fig. S12 Medium composition effect contribution on sex chromosome gene expression in fibroblast cells. **A:** PCA plots for top 5 components. Sample groups are circled when medium composition effect can be segregated by PCA. **B:** Top contributing genes to the selected medium associated component. Genes are marked by red color if shared at least by two species.

Fig. S13 Cross-species comparison of fibroblast gene expression. **A-B:** PCA for avian fibroblast cells. Using melGal5 and droNov1 assemblies (with low mapping ratio 42-54%) for turkey and emu, respectively (A). Using MGAL_WU_HG_1.0 and ZJU1.0 assemblies instead (mapping ratio 87-91%) (B). CAGE mapping ratio is critical for optimal cross-species analysis results. Gene model quality issue was overcome by additional CAGE peak classification and didn't affect the analysis. **C-F:** Cross-species comparison to mammalian

fibroblast cells. Birds were clustered into two groups – Galliformes and other (Duck, Zebra finch, Emu) (C-D). This result correlated with phylogenetic distances of the species (E). Differentially expressed genes between mammals and two bird groups are shown on panel (F).

A. Cell cultures

Chicken

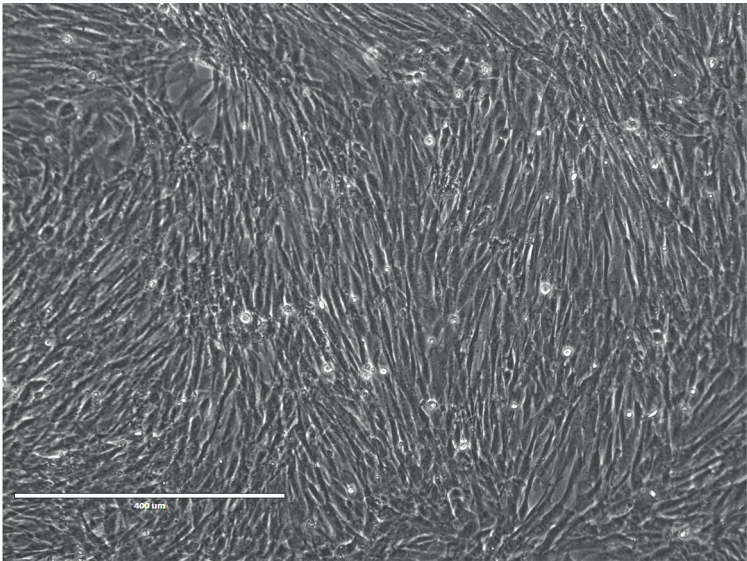

Peafowl

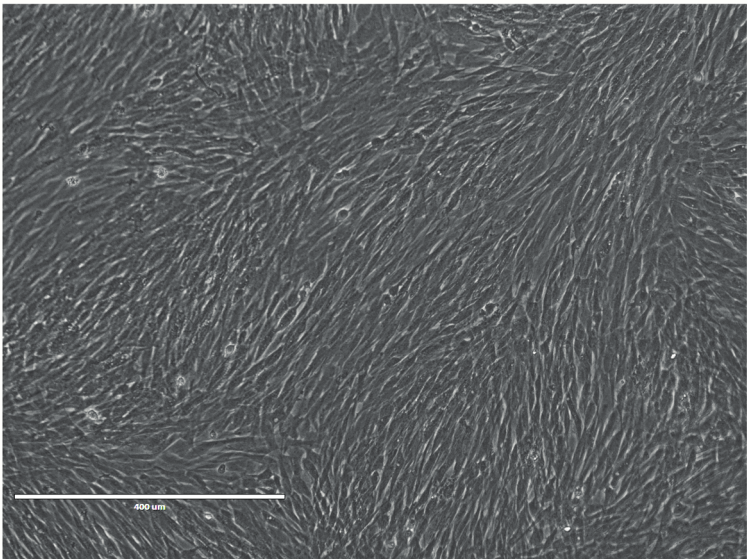

Emu

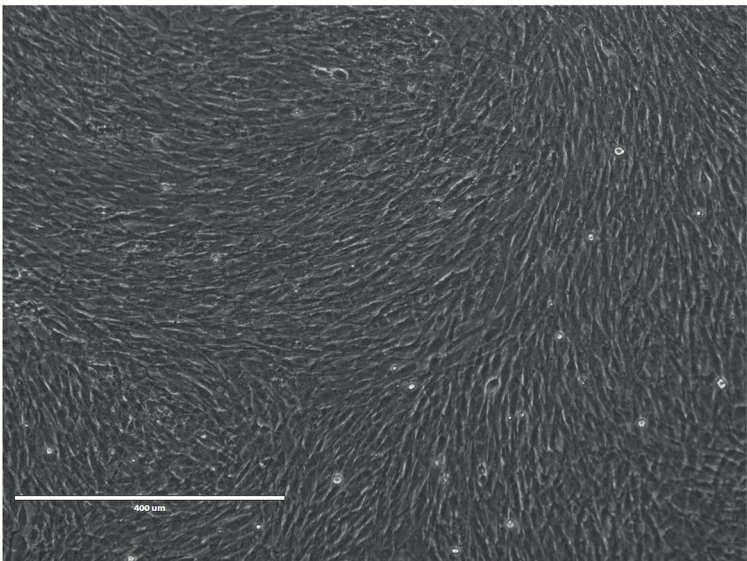

B. CAGE data analysis

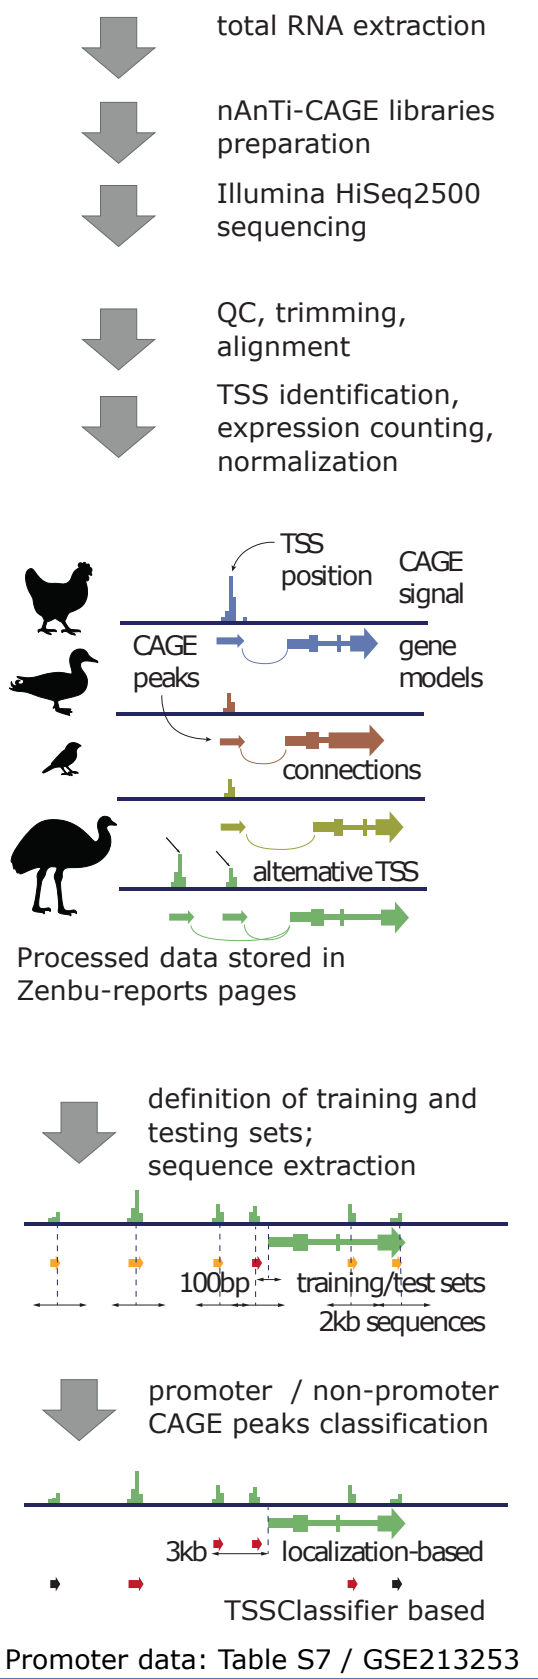

Supplementary Figure 2

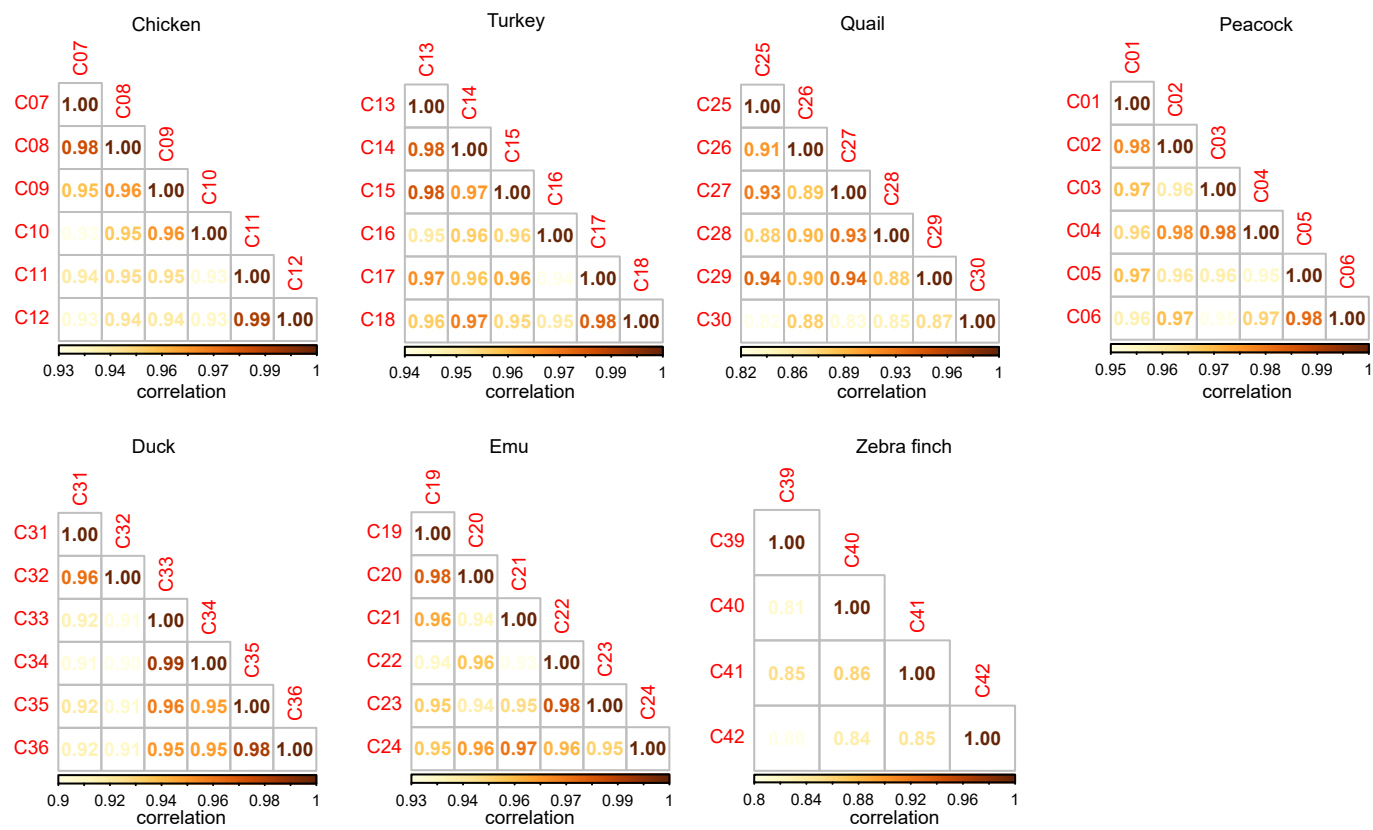

Supplementary Figure 3

Chicken

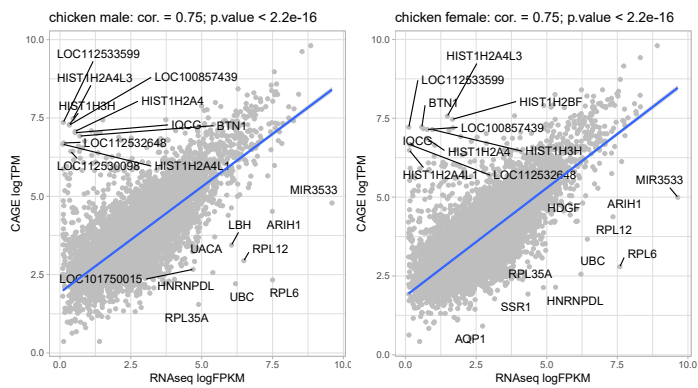

Quail

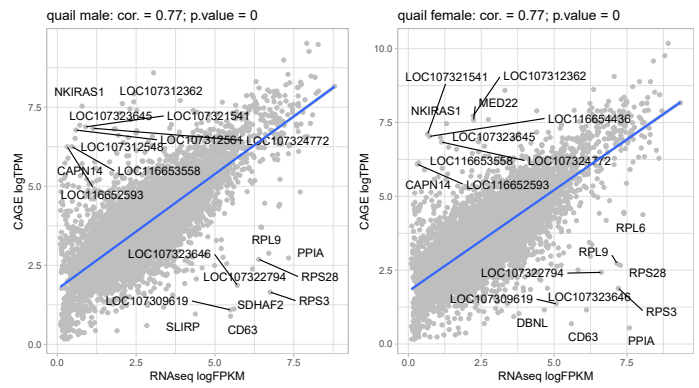

Turkey

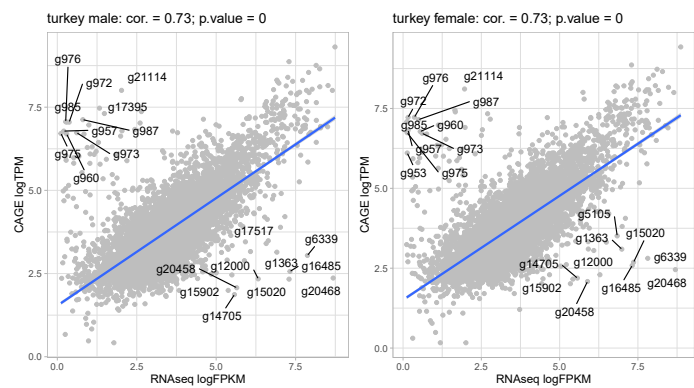

Peacock

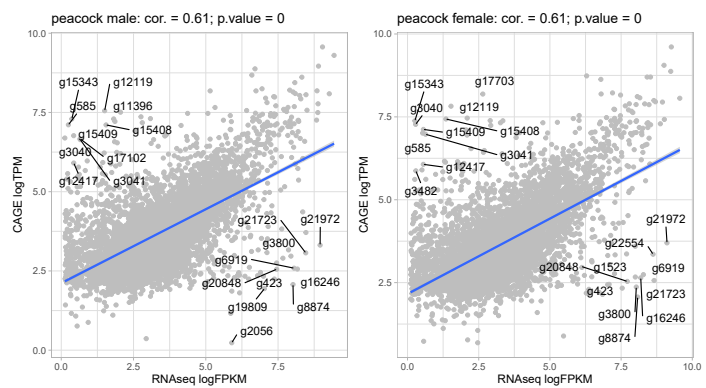

Duck

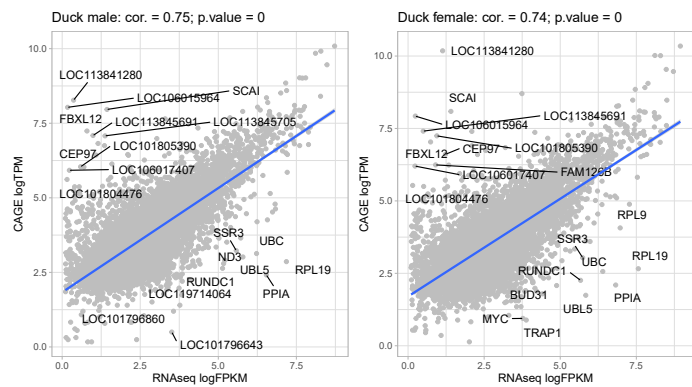

Zebra finch

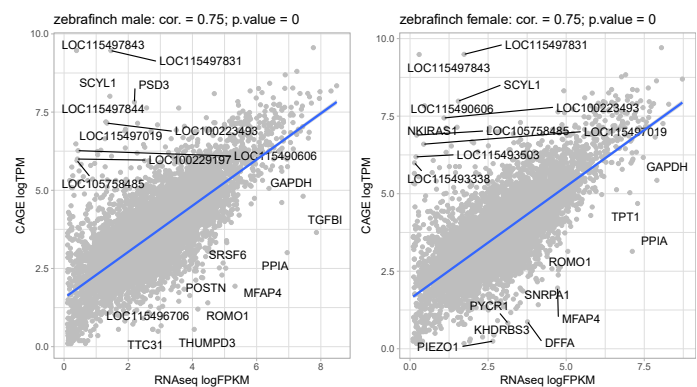

Emu

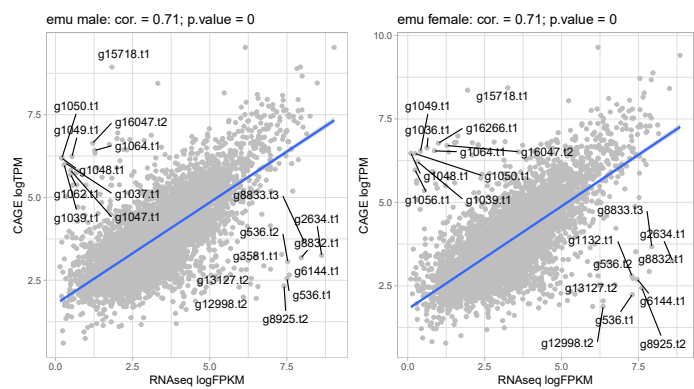

Supplementary Figure 4

A

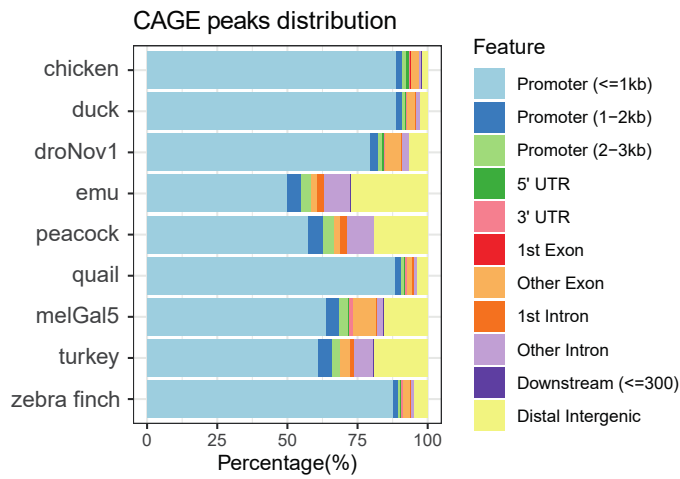

B

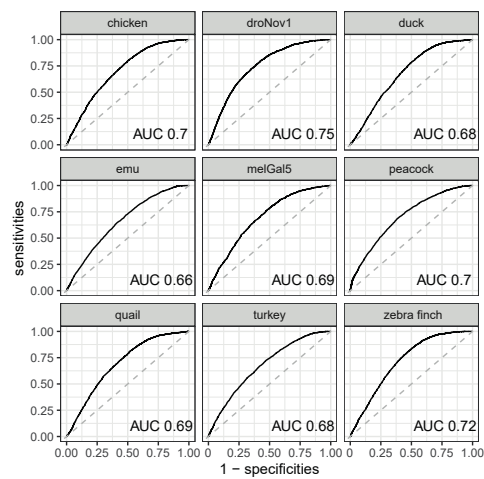

C

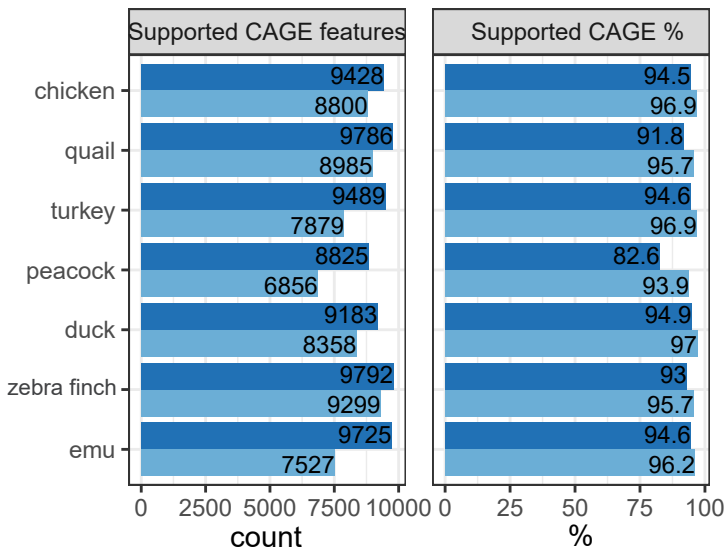

Supplementary Figure 5

A

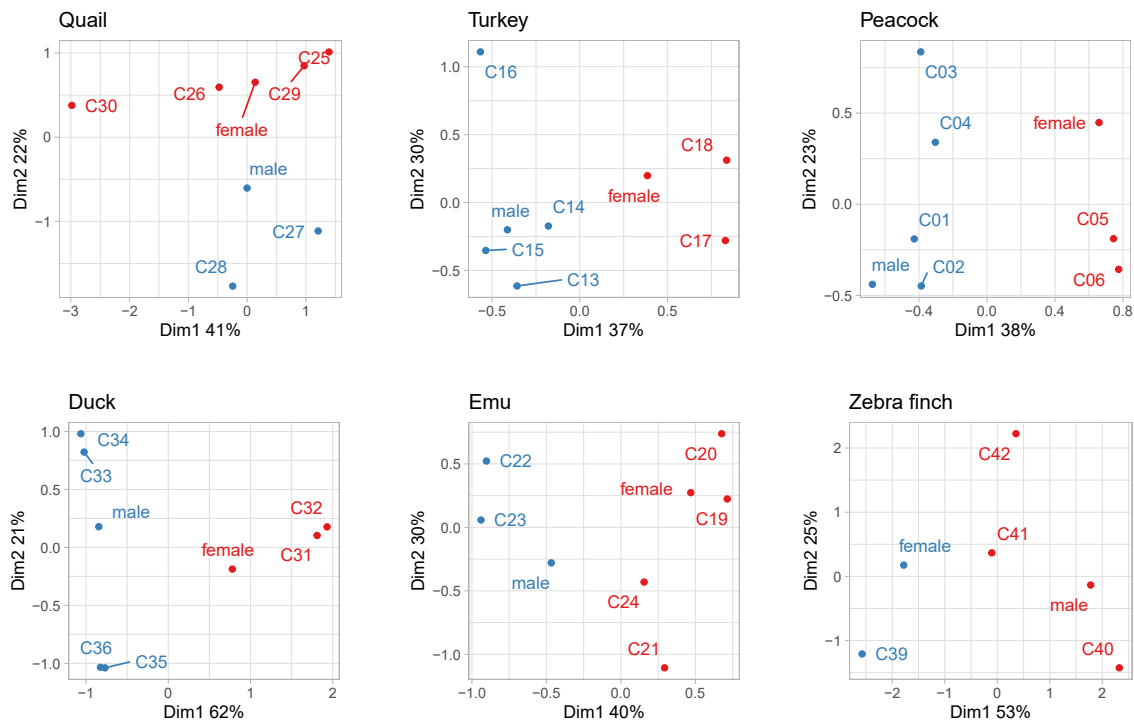

B

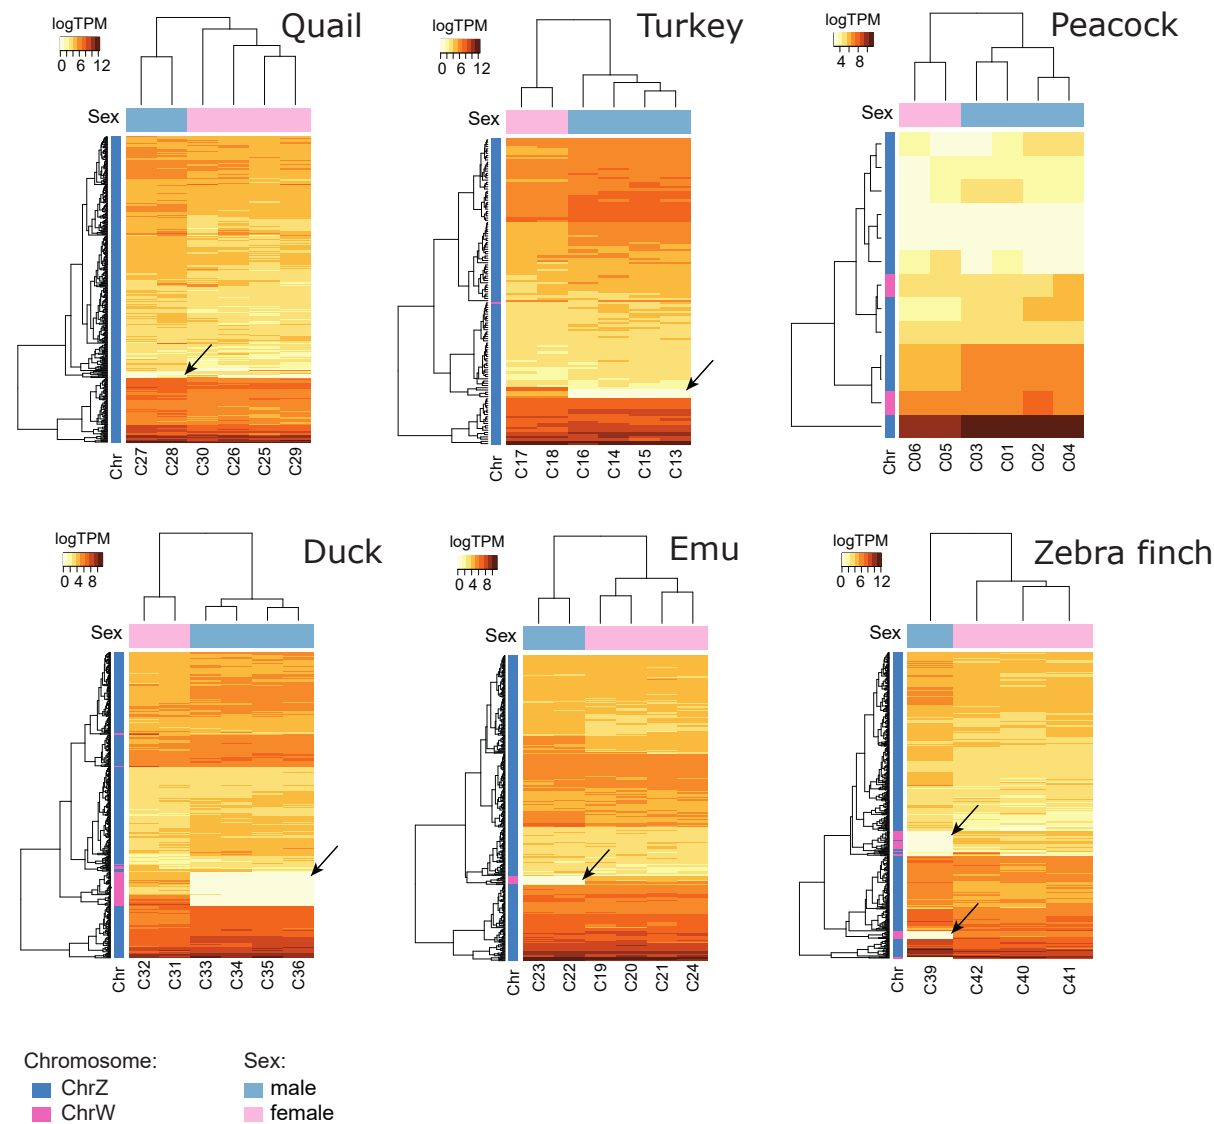

A. Chicken

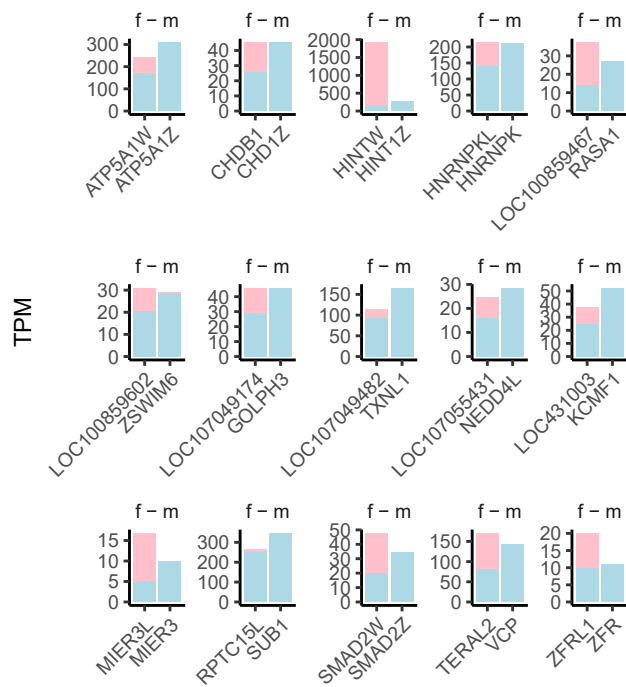

B. Emu

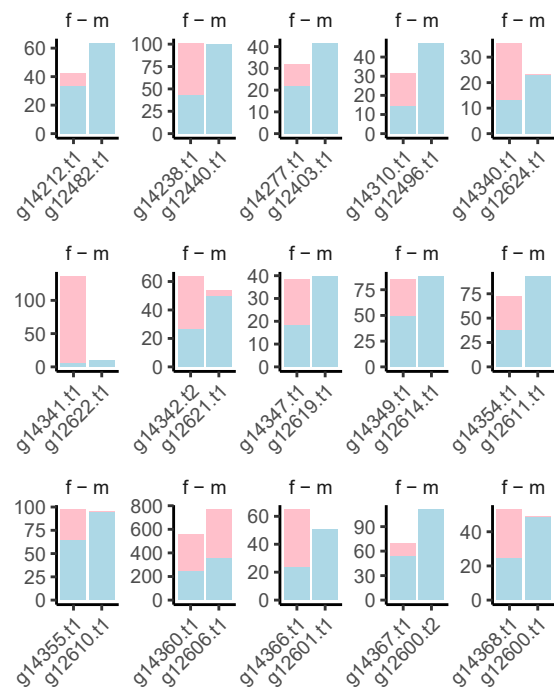

C. Duck

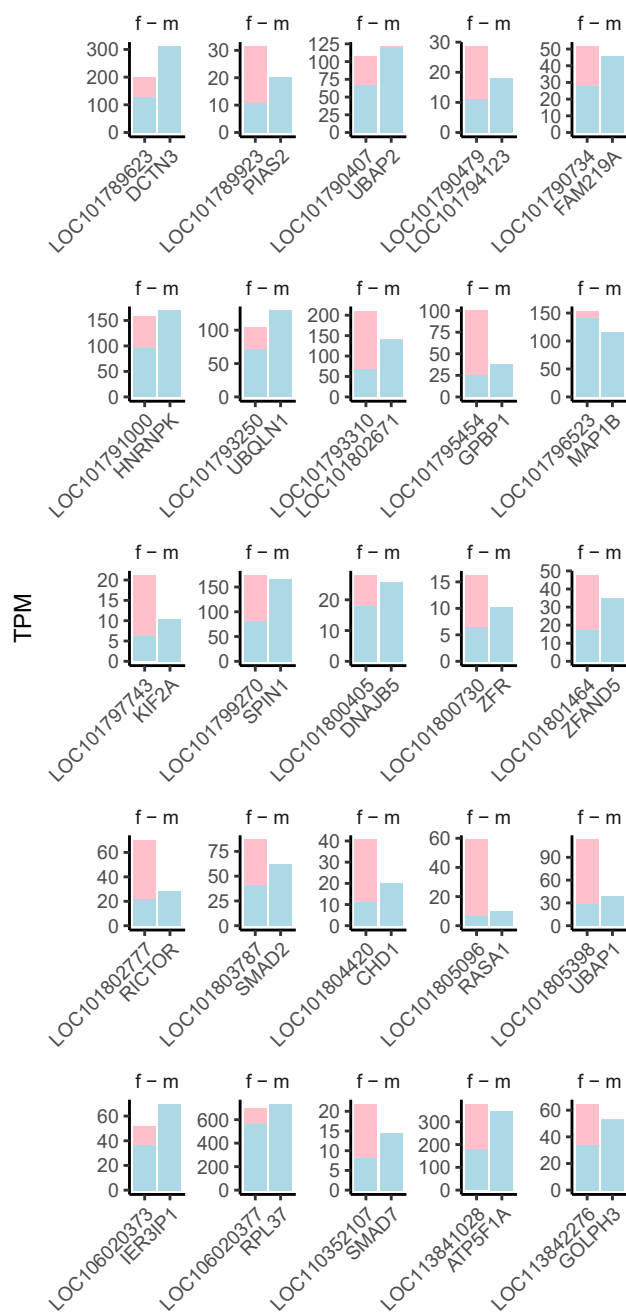

D. Zebra finch

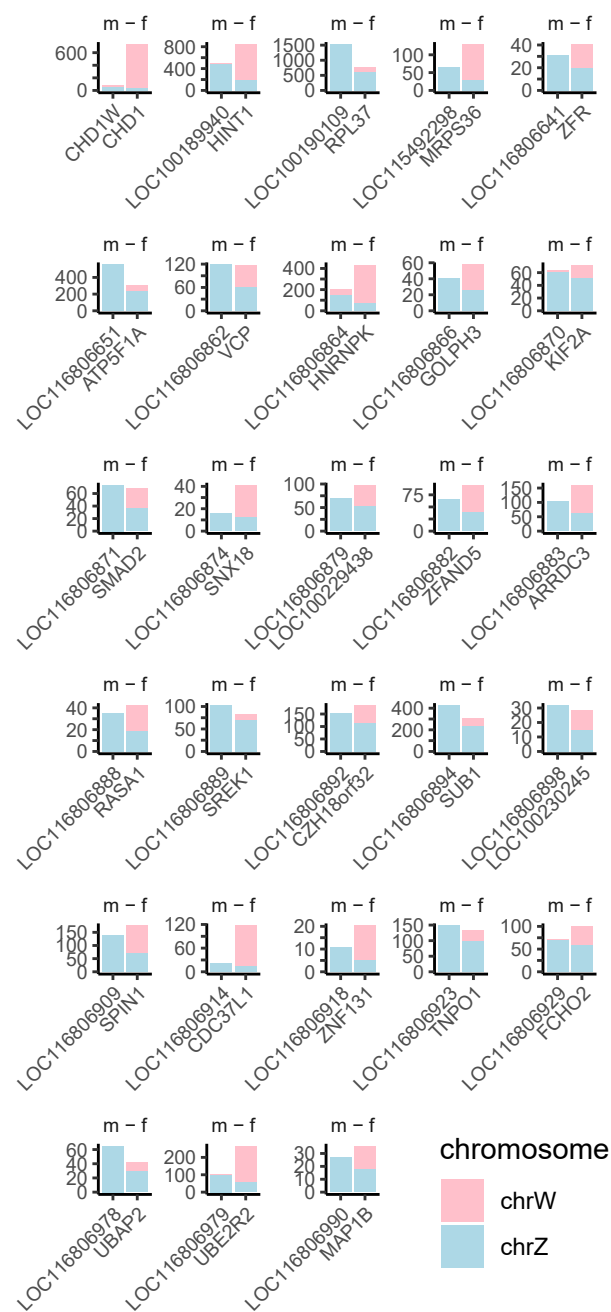

chromosome

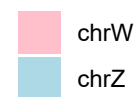

A

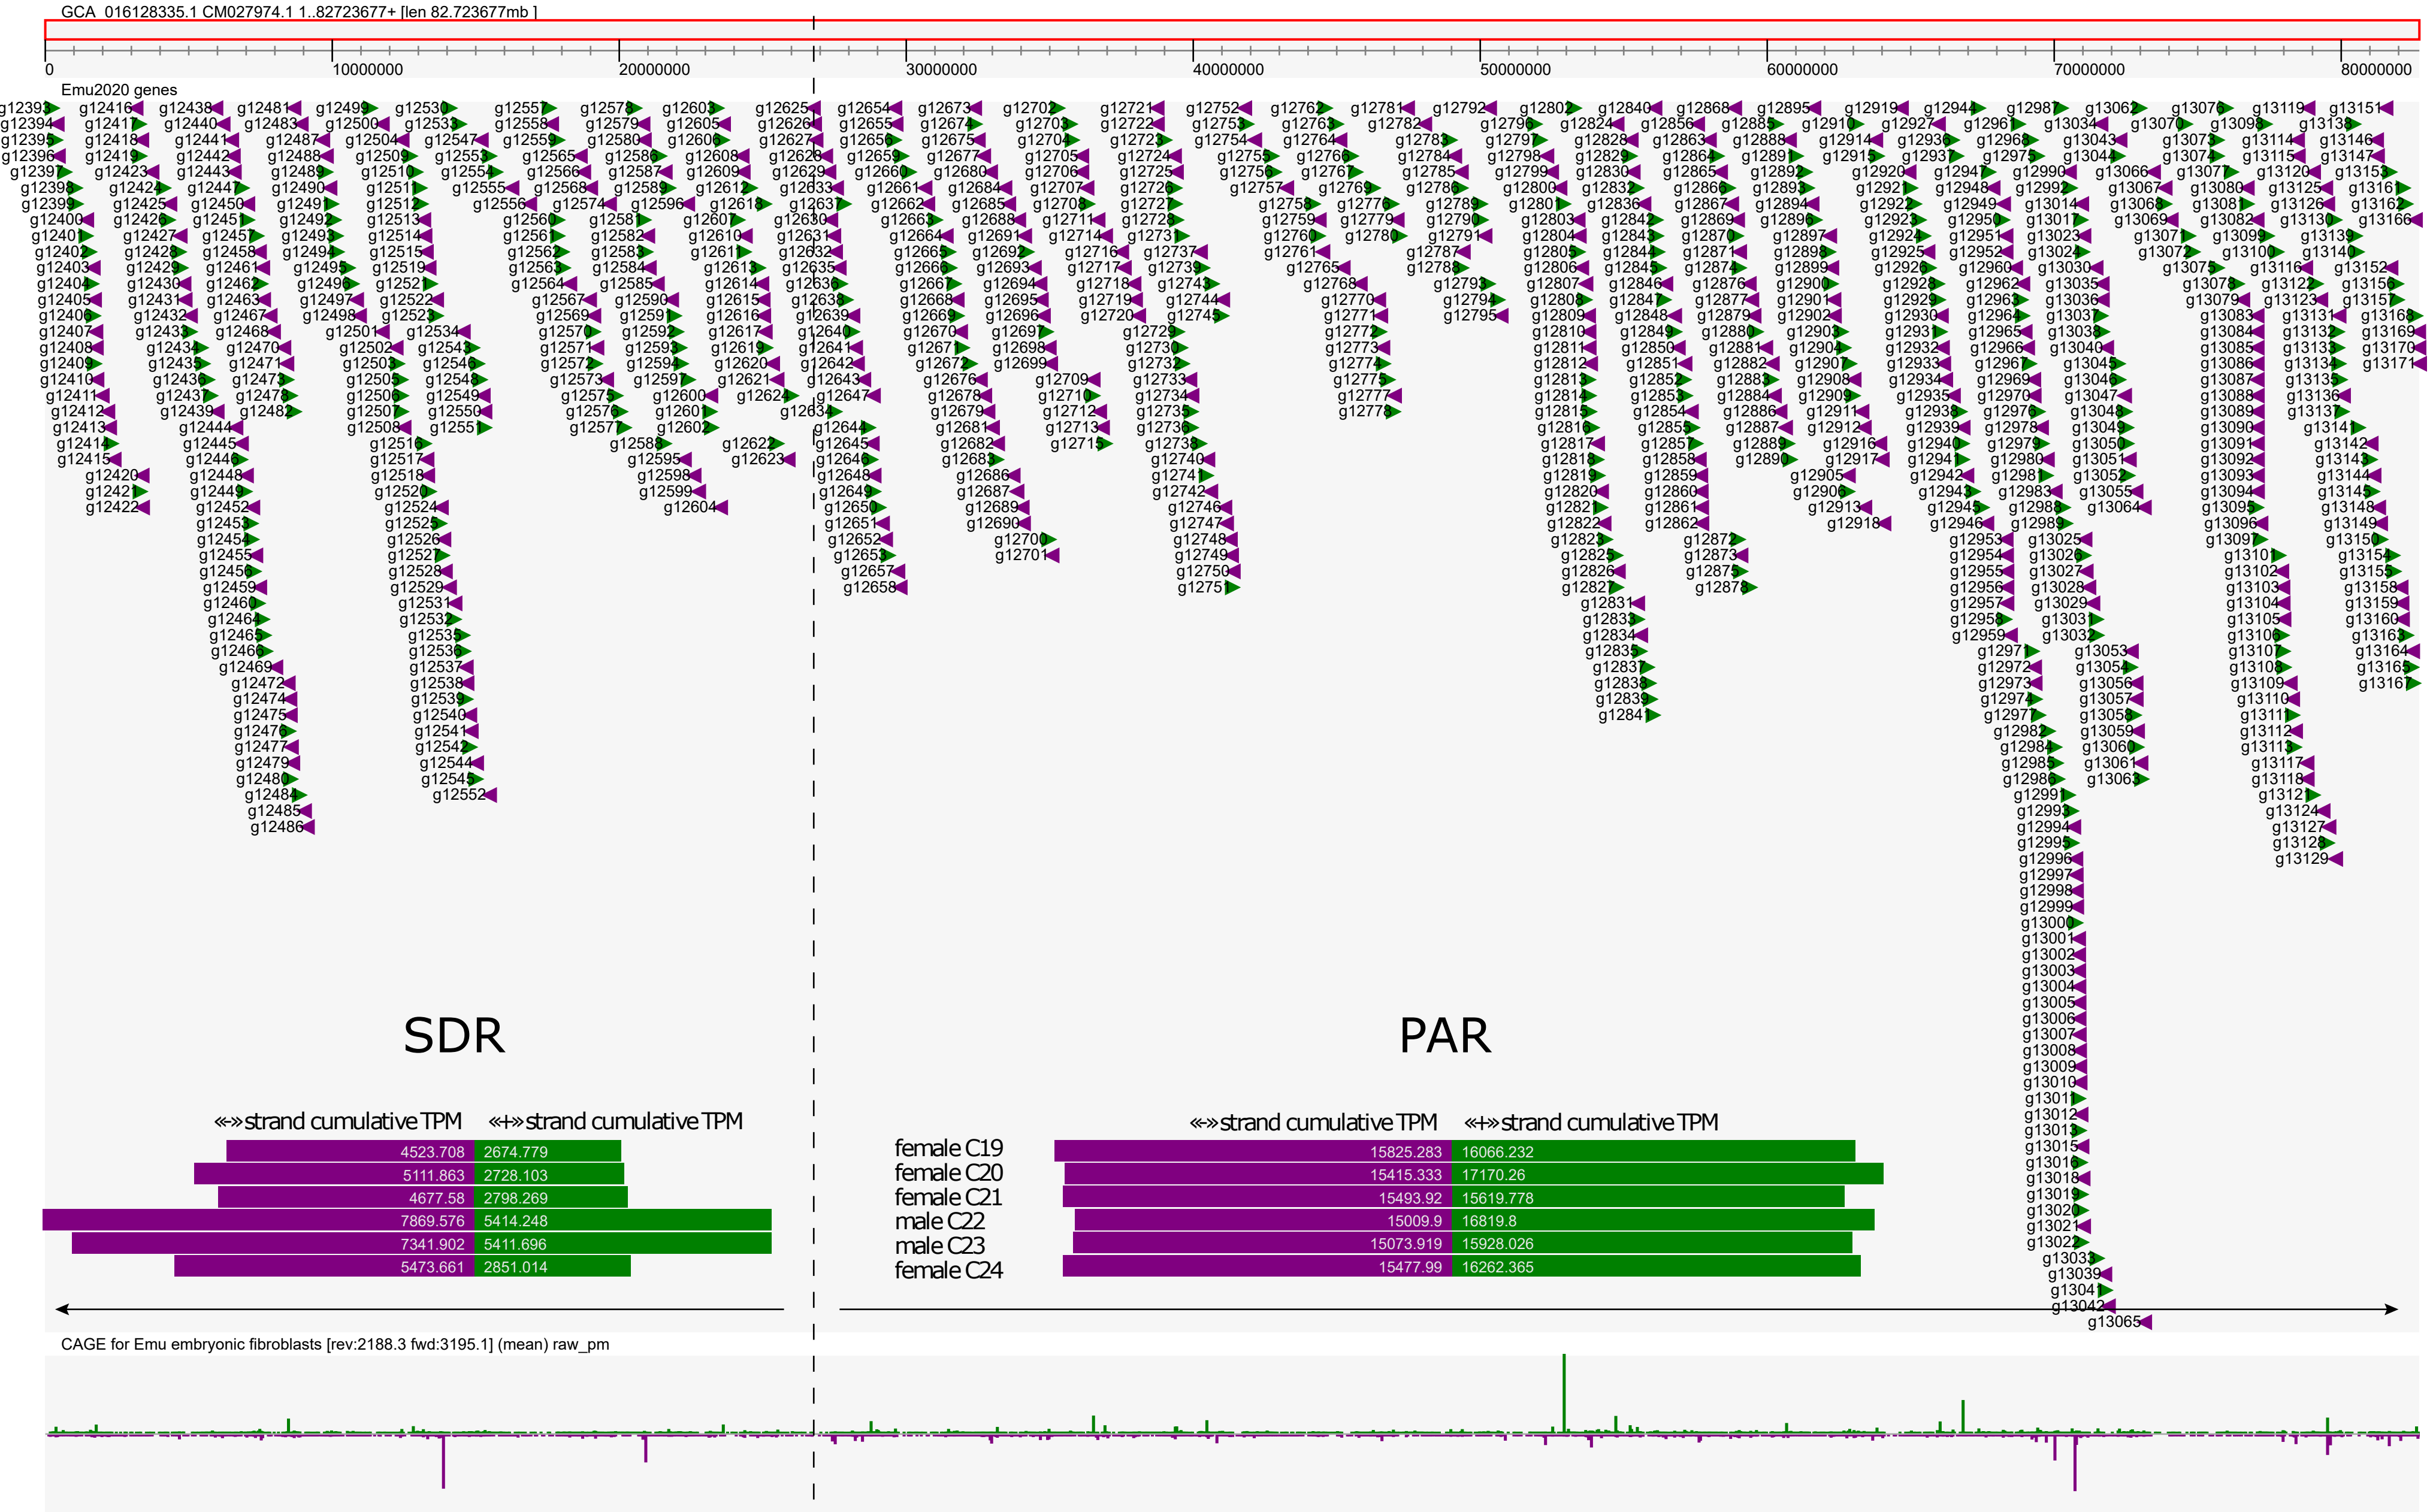

B

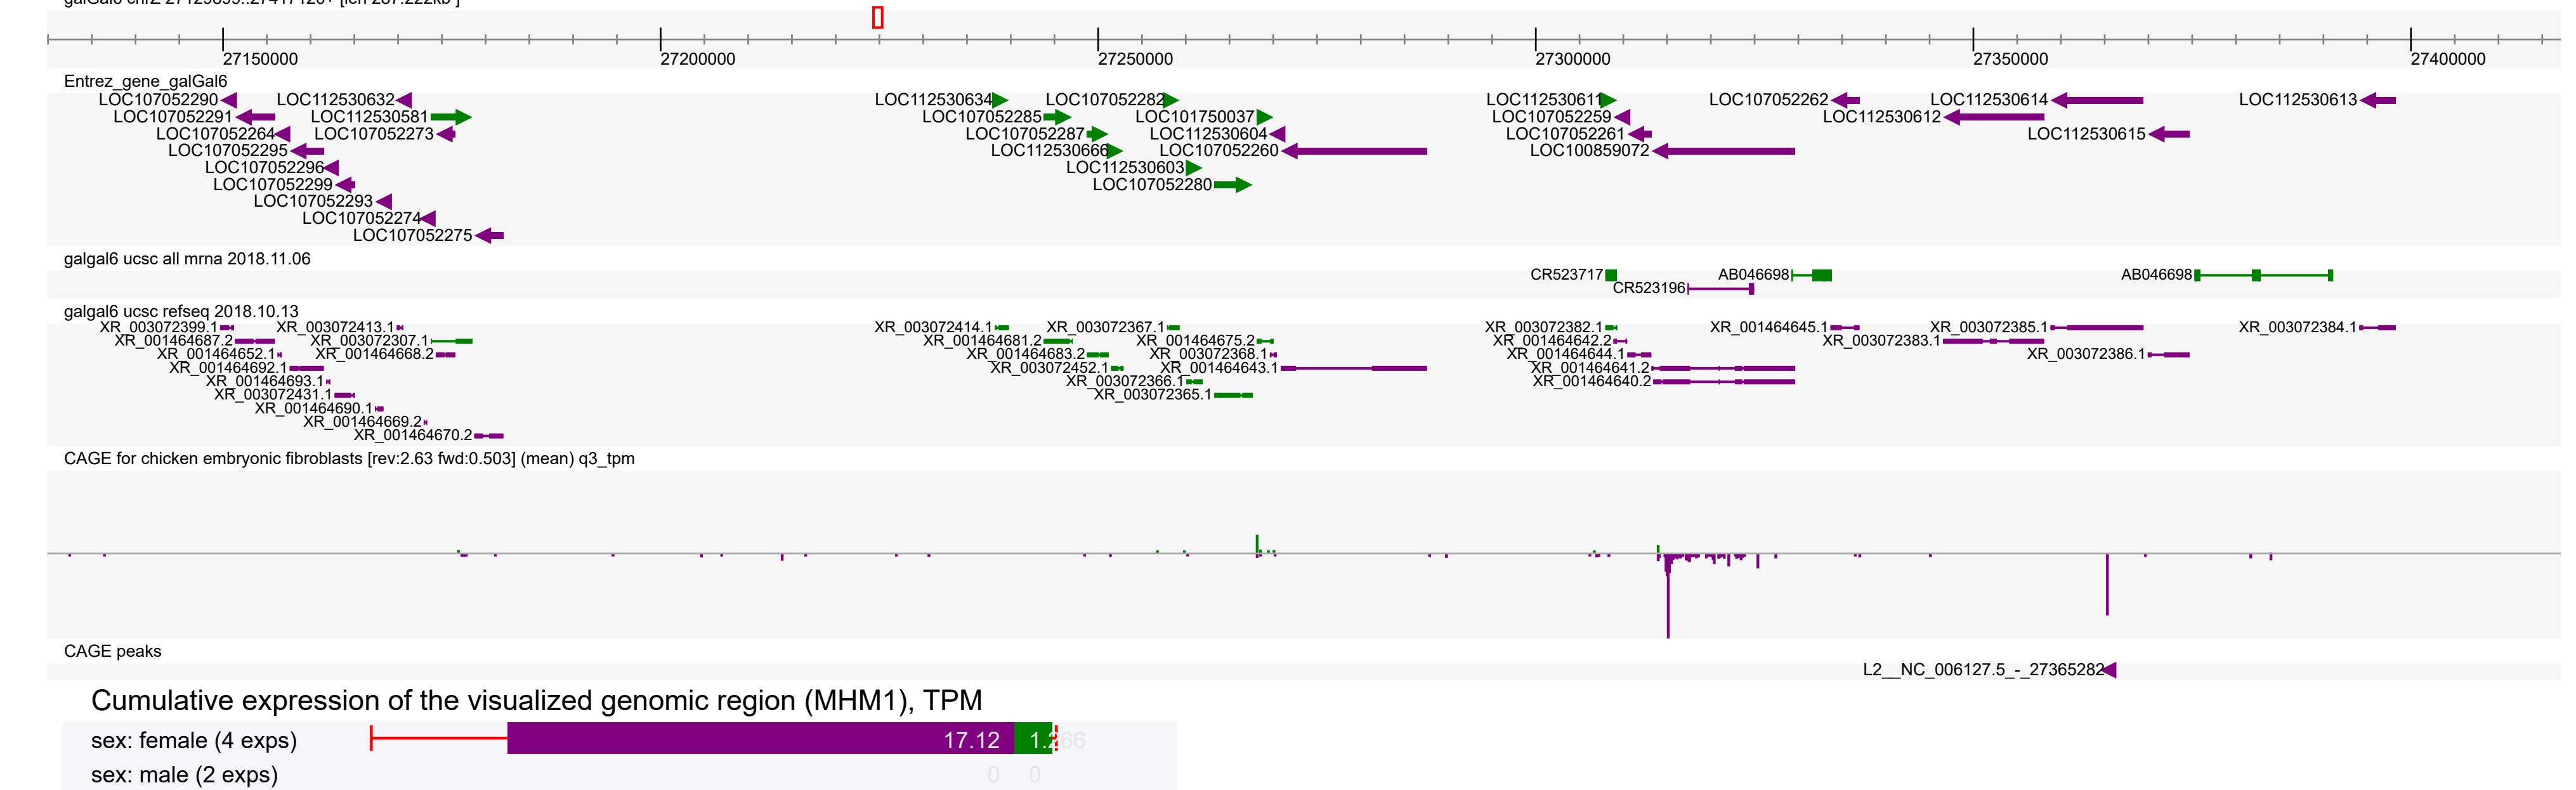

Supplementary Figure 8

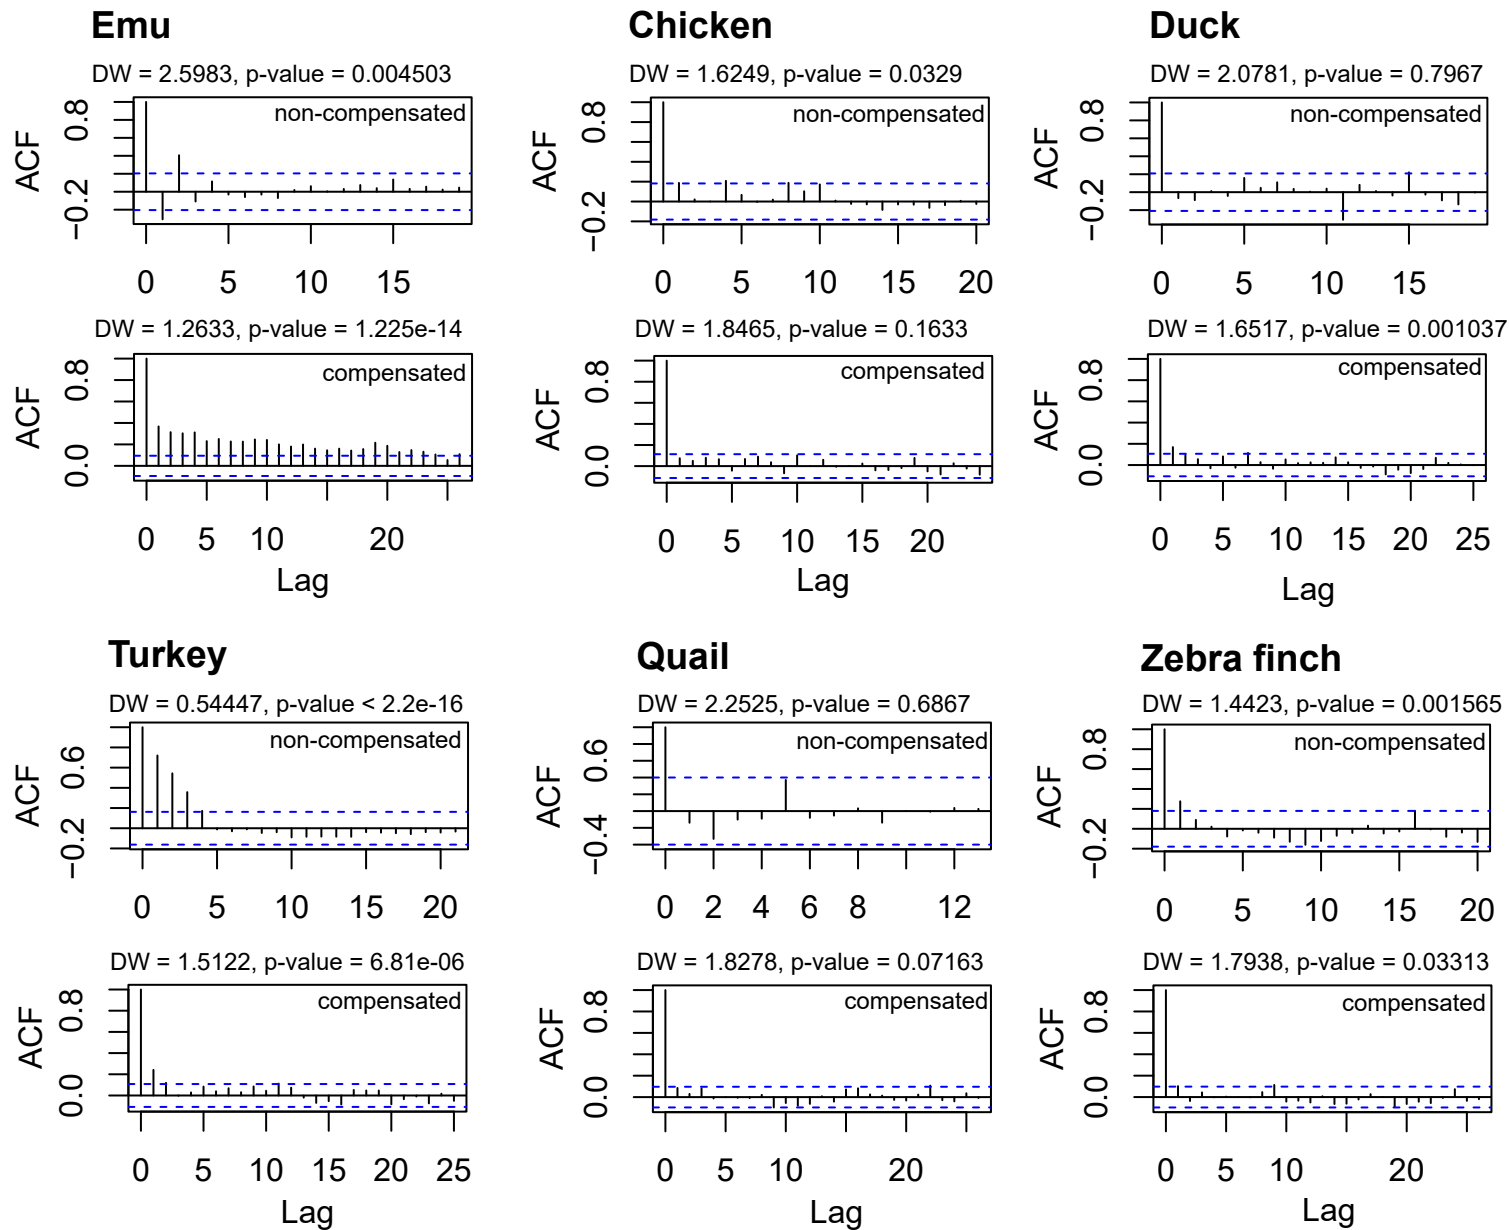

Supplementary Figure 9

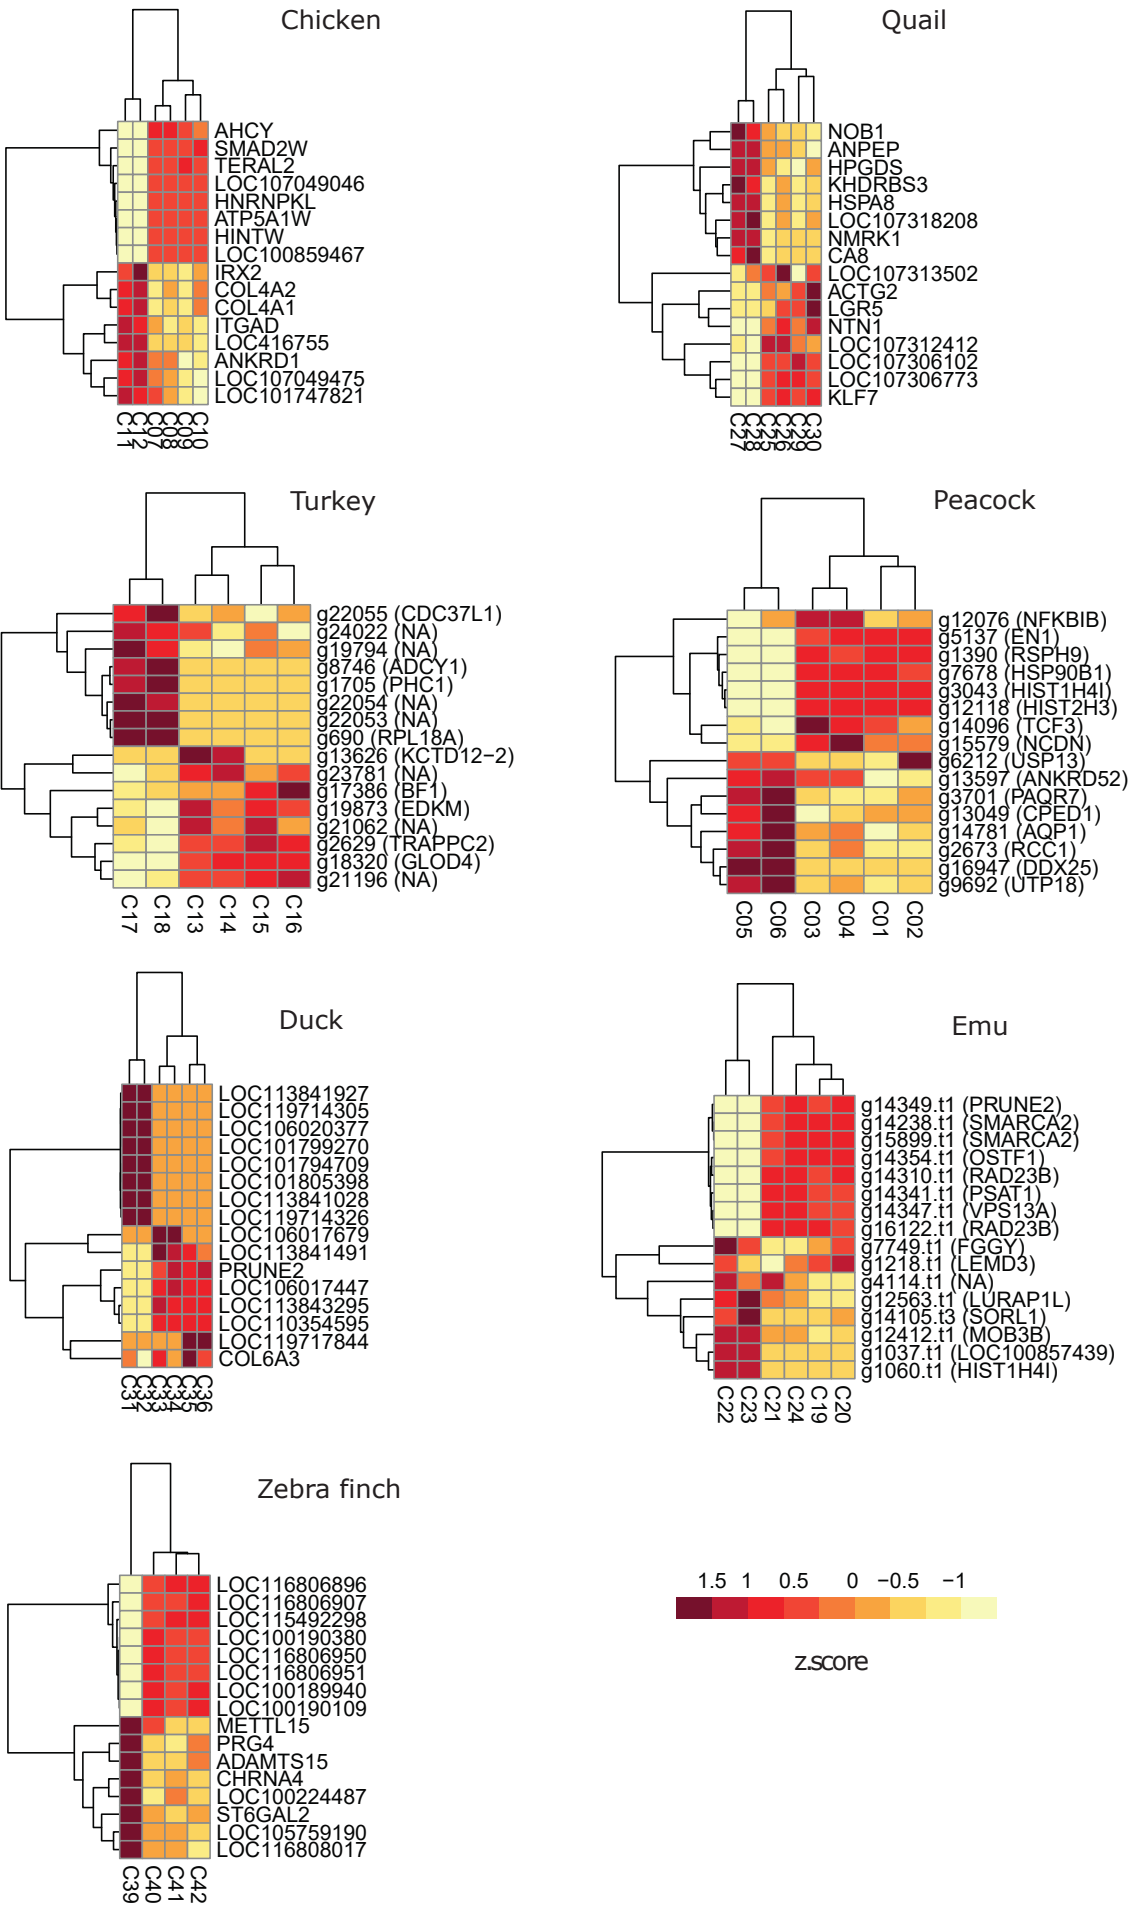

Supplementary Figure 10

A

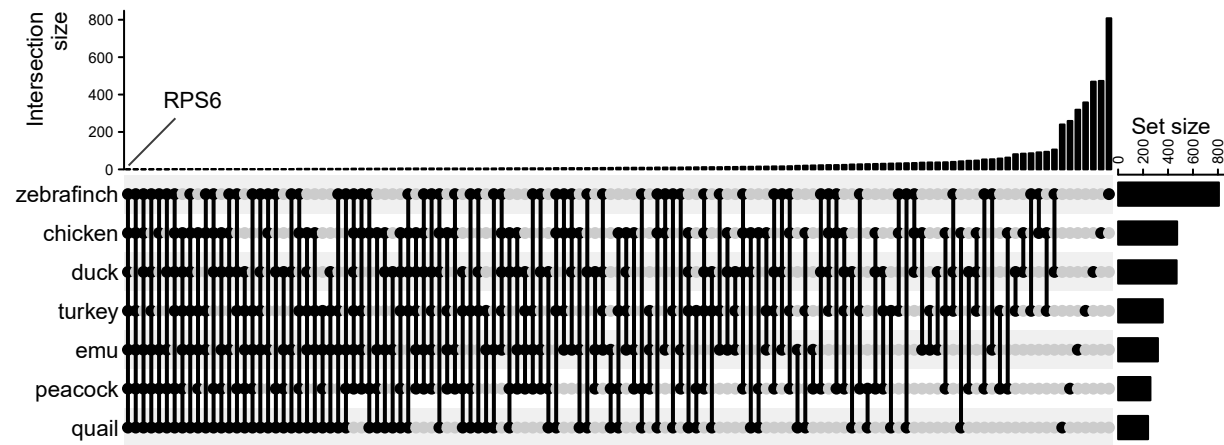

B

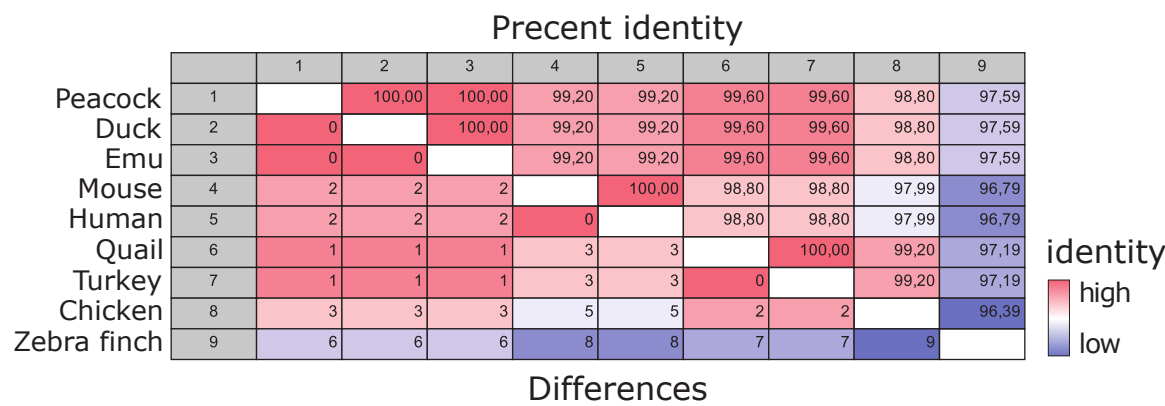

Supplementary Figure 11

A

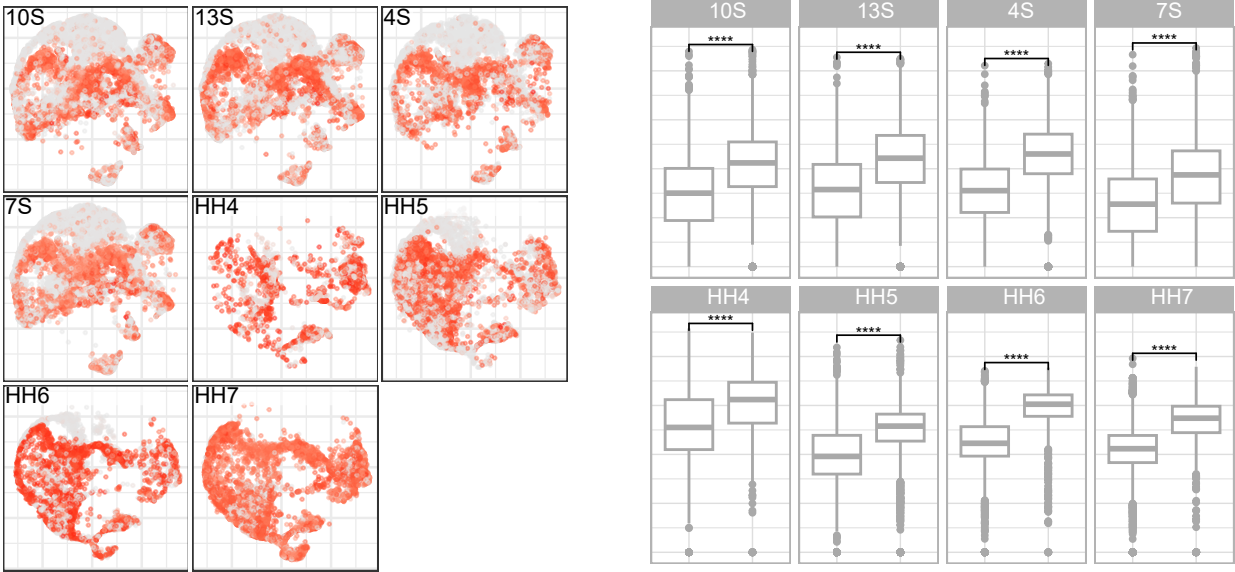

B

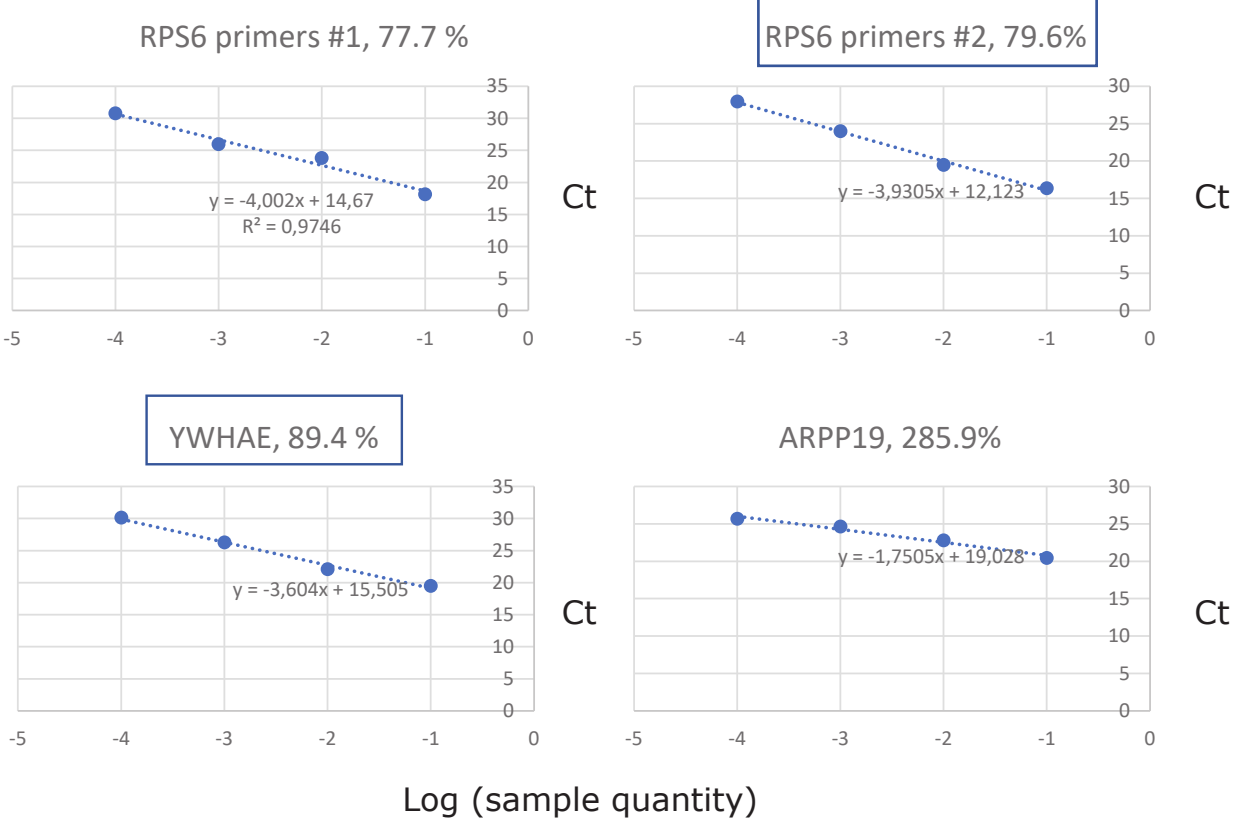

Supplementary Figure 12

A

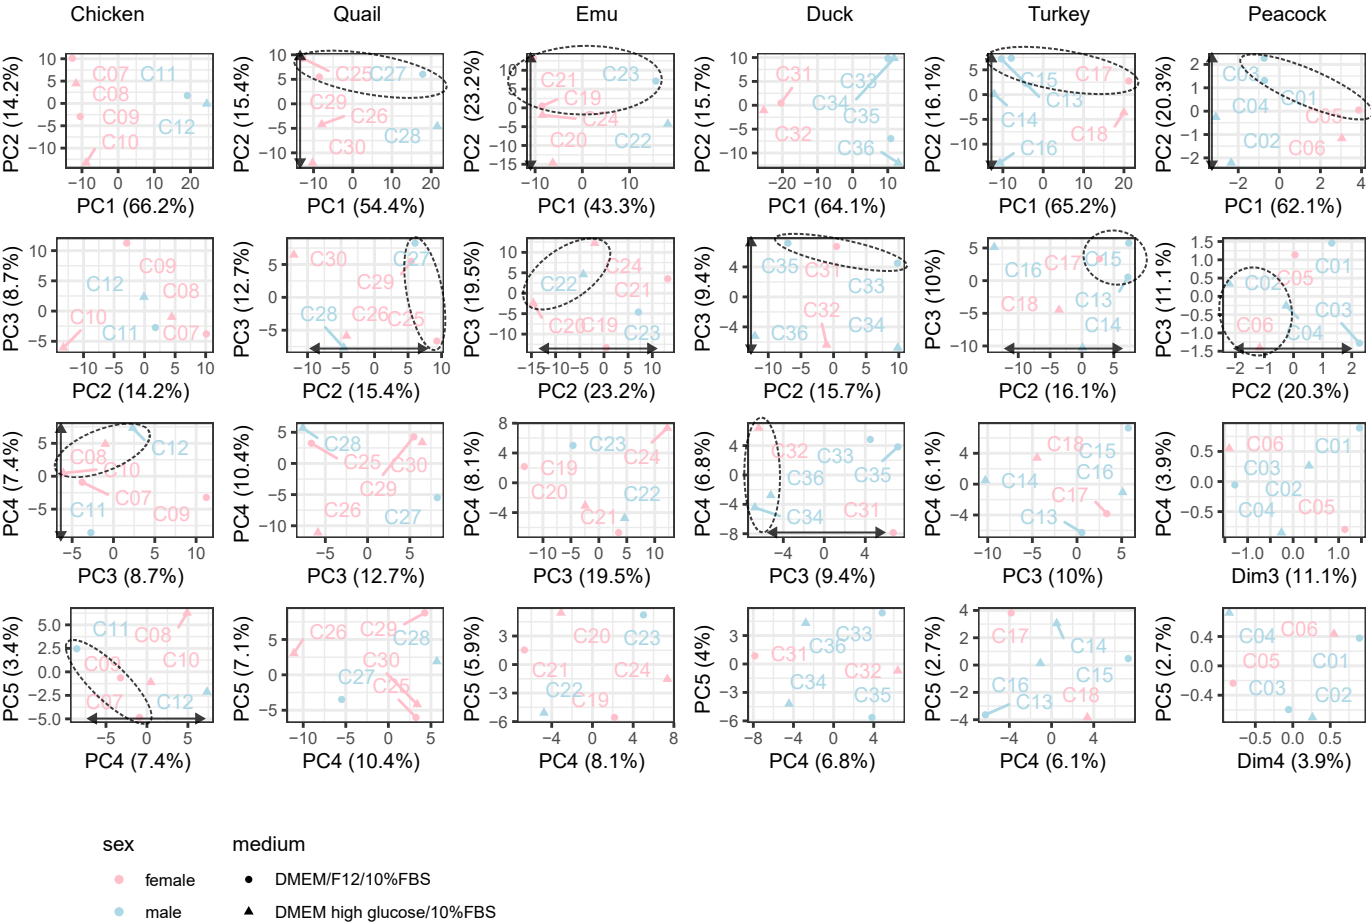

B

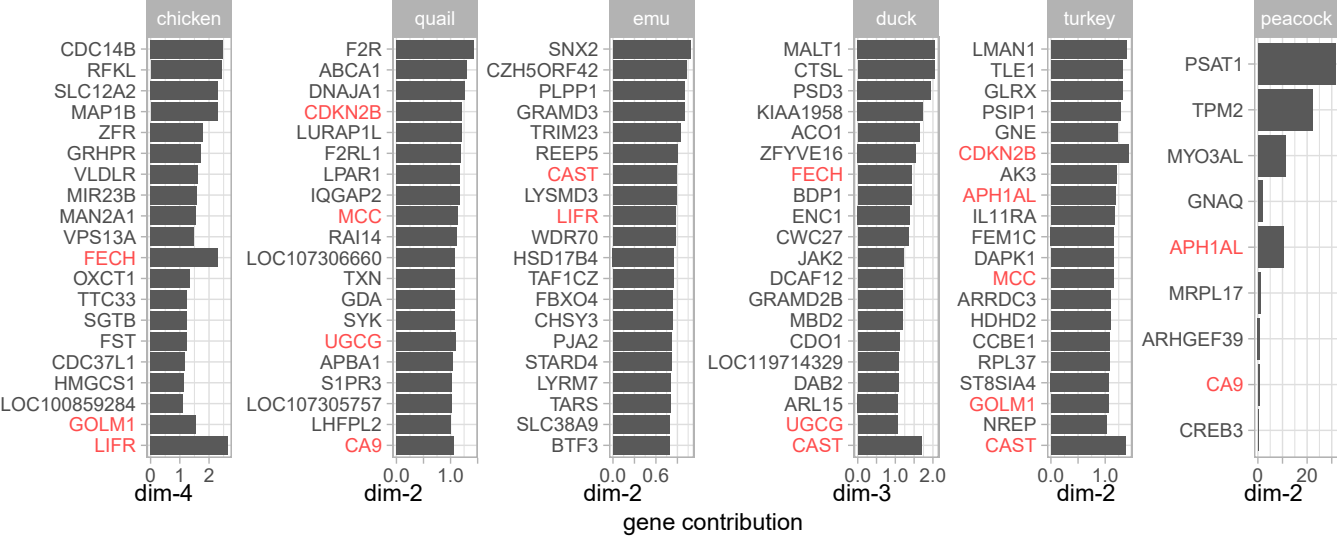

Supplementary Figure 13

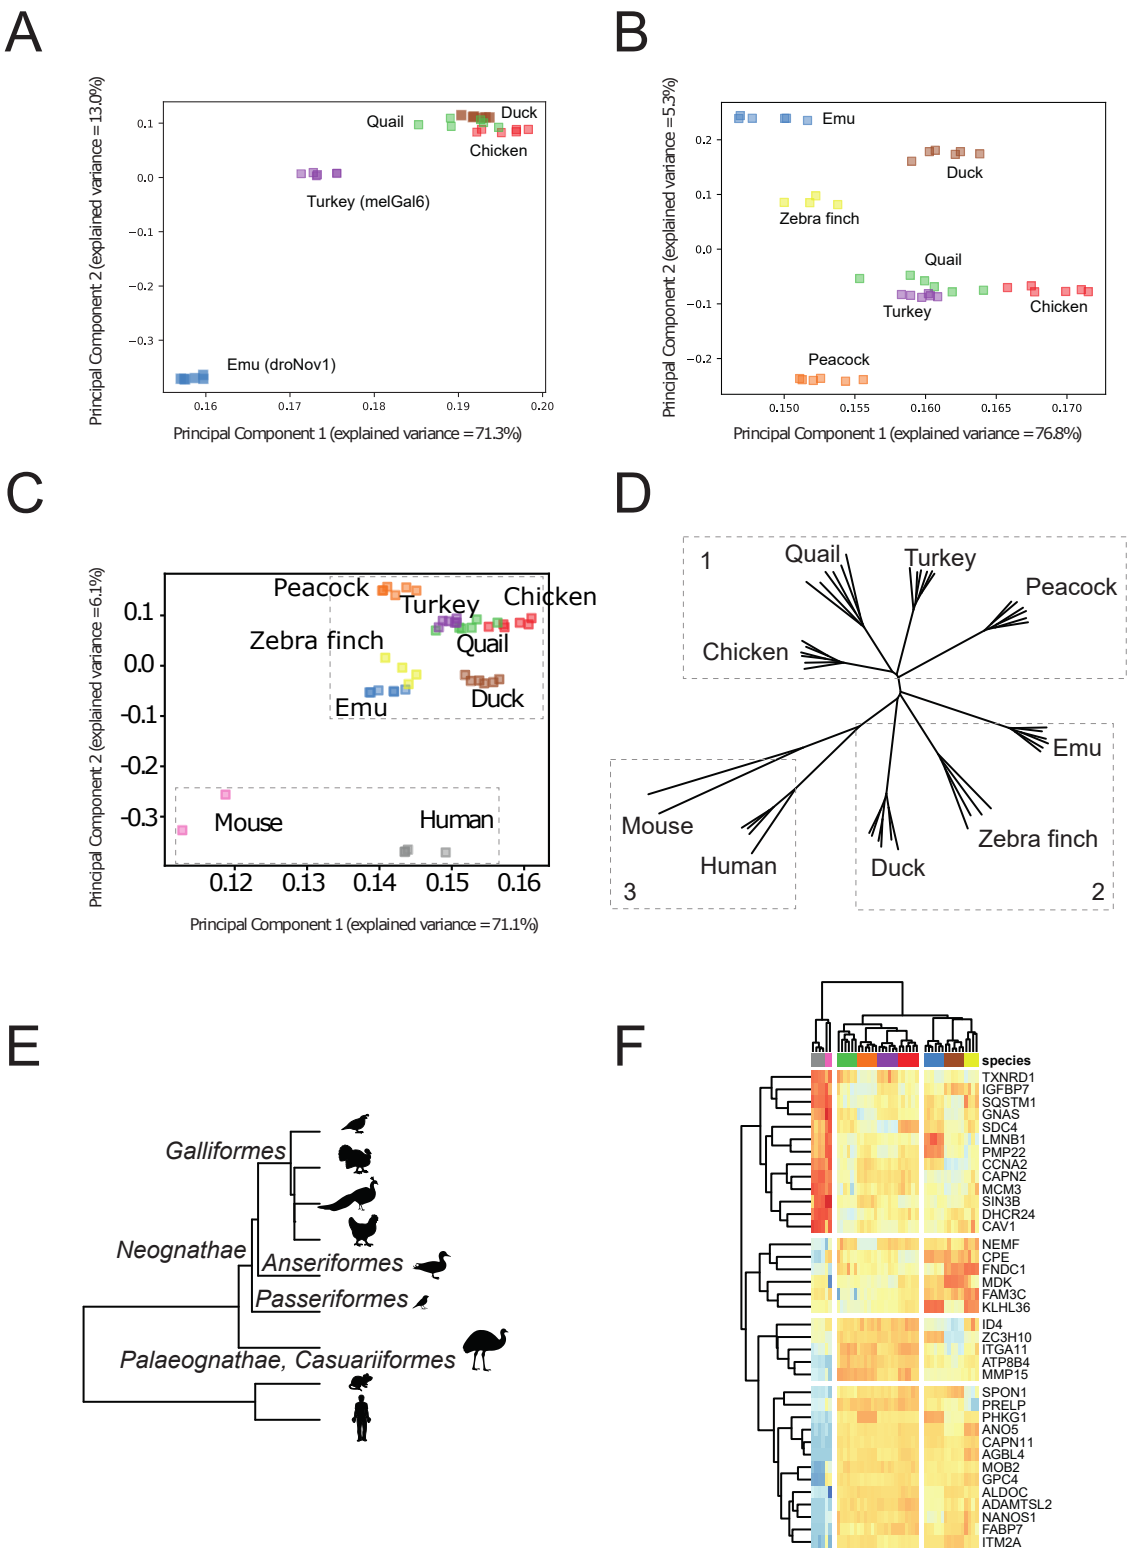

**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. Experimental design and the data analysis pipeline. Fig. S2. Correlation between CAGE replicates. Fig. S3. Correlation between CAGE-seq and RNA-seq methods in birds. Fig. S4. Peak distribution and model efficiency estimation. Fig. S5. Sample MDS plots and hierarchical clustering. Fig. S6. Expression profiles for gametologue genes defined by blast between chrW and chrZ genes. Fig. S7. Genomic views. Fig. S8. Autocorrelation of CAGE expression on chromosome. Fig. S9. Top male-female marker genes in avian fibroblast cells. Fig. S10. RPS6 is a universal male-biased marker. Fig. S11. RPS6 expression in chicken embryonic cells and qPCR validation. Fig. S12. Medium composition effect contribution on sex chromosome gene expression in fibroblast cells. Fig. S13. Cross-species comparison of fibroblast gene expression.

How the deposited data were processed for this re-analysis (not part of the article)

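Fibroblasts of 7 bird species were compared between the sexes and between 2 media with 40 CAGE libraries and 14 RNA-seq libraries. By the labels, 3 embryos each of chicken, quail, turkey, peafowl and duck were grown in DMEM/F12 and in DMEM high glucose (in peafowl a male and a female share a number, and an embryo was taken as sex plus number), so that the media form pairs from the same embryo, and one sex is represented by 1 embryo. Zebra finch has 1 male and 3 females in 1 medium. In emu the labels of the embryos conflict, so its sexes and media were used and its embryos were not. No sample's condition was taken from its values.

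The CAGE values are TPM (tags scaled to the library total, a unit also written RPM), which the authors made by trimming, aligning with BWA 0.7.10-r789 and then HISAT2, clustering the 5′ tags into peaks of at least 10 TPM in a sample, and scaling by the library total. The authors annotated the peaks with ChIPseeker 1.32.0. The RNA-seq counts were made by the authors with Trimmomatic 0.38, HISAT2 2.1.0 and HTSeq 2.0.1, and the FPKM values were computed by the authors from these counts with edgeR. The notes of the deposited files name edgeR 3.42.2, and the paper's text names edgeR 3.38.1 for the comparison of the sexes. All 68 value columns were used. In all 40 CAGE libraries 100% of the values were whole multiples of 1 tag within 0.05 tag, which gave depths of 7006060 to 12055368 tags. RNA-seq totals ran from 18148833 to 133819725 counts. Since RNA-seq has 1 library per sex and species, it was used for ratios and correlations without a test.

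The sexes were compared per species on log2(TPM + 1) with limma 3.58.1 (mean-variance trend, male minus female) in R 4.3.3, over promoter peaks, which the files class as promoters or which lie within 3 kb of a gene start. P values were adjusted by Benjamini and Hochberg over the promoter peaks of a species, and a gene was called when 1 of its promoter peaks had an adjusted p under 0.05. Media were compared in the same way. The paper compared the sexes with generalized linear models of edgeR on TPM counts, and limma was chosen here because TPM are not counts. The recovered tags of quail and zebra finch were also tested with edgeR 4.0.16. Shares of called genes were compared with Fisher's exact test, and ratios and Durbin-Watson statistics with permutations. Gene lists were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

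The main settings, the alternatives, the rule for naming genes and the 19 gene lists were written before the data were examined. Named are the genes of the paper's text and of the legend of Fig. S6, the 5 male-biased and 5 female-biased genes of smallest adjusted p with a symbol in each species, called members of the lists, and the 5 genes of smallest adjusted p in each direction of the medium. Figs. S9 and S12 and the first lines of Table S7 had been seen when that rule was written. The lists hold fibroblast, myofibroblast and smooth muscle, skeletal muscle, cartilage, endothelium, epithelium, blood, neural crest and nerve, gonad sex, cell cycle, cytosolic ribosomal protein (without RPS6), HOX, collagen, cholesterol synthesis, amino acid stress, glycolysis and hypoxia, chaperone, interferon and histone genes. They were tested in chicken, quail, duck and zebra finch, whose files carry gene symbols. Chosen after the data were seen were edgeR's likelihood ratio test, the lists by medium, the exchange of embryos between the sexes, the comparisons of single embryos (before their own result was known), and the values of TPM2, C1QA, GPNMB, CTSS and the chrZ genes named by rank.

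Alternatives were TMM scaling, pseudocounts of 0.1 and 5, peaks with a mean of at least 10 TPM, the medium as a covariate, the embryo as a random block, 1 value per embryo, peaks summed per gene, an adjusted p under 0.1, all peaks of turkey, emu and zebra finch, and each library left out. In data simulated from each species' own libraries with 67 peaks changed by a log2 of 1, the test recovered 67.2% in chicken, 3.00% in quail, 77.6% in turkey, 85.1% in peafowl, 58.2% in duck, 0% in zebra finch and 71.6% in emu. Of the simulated calls 10 of 126 were false in chicken, 5 of 138 in turkey and 7 of 113 in duck. The simulated cultures varied independently, without differences between embryos. These rates therefore do not cover calls that come from single embryos. The chrZ and chrW of peafowl, and the chrW of quail and turkey, were not analysed here, nor were reads, genome sequence or qPCR values. The results of some genes that the naming rule selects are not reported here.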

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

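Of the tests weighed here, the power test of chrZ genes, the test of a second RPS6 copy, the look at the 1 zebra finch male and the splits of the media were chosen only after the results were seen, and the others before their own results were known.

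Genes outside chrZ and chrW that differed between the sexes may reflect the individual embryos as well as their sex, since each species has a sex represented by 1 embryo. Embryos of the same sex differed in 0.562 of the number of such genes found between embryos of opposite sex (means 99.2 and 176.5, medians 5 and 166.5), so that the test over all 5 species cannot tell the 2 apart. The mean rests on duck, whose embryos of the same sex differed in 436 such genes against 276 and 233 for the opposite-sex pairs, while the same-sex pairs had 49 in chicken, 1 in quail, 5 in turkey and 5 in peafowl. Both opposite-sex pairs of a species share the 1 embryo of its rarer sex, which keeps this open in those 4 species too. Scaling is excluded as the source of most of these calls, as 88.62% were kept under TMM (154 of 205 in duck). With the medium as a covariate 82.92% were kept (76 of 124 in chicken). Both media were used equally in each sex of the species with 2 media, so this covariate cannot change a ratio between the sexes. The share kept with it therefore does not test the medium as a source.

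The chrZ genes that were not called lie above the autosomes in males, and limited power could account for this. The 5th highest of the 6 species still had a median 0.3581 above the autosomal one, where compensation of each uncalled gene would give a value near 0. For all chrZ genes together, called ones included, RNA-seq argues against a bias of CAGE. The lowest shift by RNA-seq was 0.5272 in the species other than emu whose sex labels are settled. The uncalled genes alone were not examined by RNA-seq, so a bias of CAGE stays open for them. The lowest shift among all chrZ peaks of at least 10 TPM, called ones included, was 0.5087 in the 5 species other than emu (0.07 in emu). Among uncalled genes of that level the chrZ median lay above the autosomal one by 0.42 in chicken and 0.54 in quail. It lay above by 0.37 in turkey, 0.36 in duck, 0.72 in zebra finch and 0.02 in emu. In the species other than emu this argues against low levels as the source.

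RPS6 was higher in all male cultures, and its high level and low error may be why it stands out, since 80 other chrZ genes also had every male above every female library in 4 species. These 80 genes were counted without a test and without turkey, peafowl and emu, where few genes have a name. Among genes with a symbol RPS6 was the 1 called male-biased in at least 5 species. Reaching 5 species takes a name in turkey, peafowl or emu, so few other genes could have done so. Reads shared with a second copy stay open: peafowl, with 2 gene models, had 1.9686-fold, within the range of the other species, which decides nothing about copies without a model. A single library is excluded as the source in the 6 species other than zebra finch, where the lowest log2 ratio with 1 library left out was 0.5966. In zebra finch the ratio rests on 1 male library, which cannot be left out, so this stays open there.

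The media were compared with all 10 splits of the 6 cultures into groups of 3. As many genes as between the real media were called in 10 splits in chicken and 10 in turkey, where the media gave 0 genes, and in 1 split, the real one, in quail, peafowl, duck and emu. With 10 splits no share can fall under 0.05, and a count of 0 leaves nothing to compare, so this cannot tell the calls from random ones. The splits also ignore that both media of an embryo form a pair, and with the embryo as a block 34 genes were called in quail, 111 in turkey and 933 in peafowl.

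By Dixon's test of the mean Pearson correlation with the other libraries, C30 in quail (0.8532) and C16 in turkey (0.957) stood apart, 2 of 37 groups tested, about what 1 in 20 would give. Without C30 quail had 3 sex-biased genes and without C16 turkey 256. In quail 10 further macrophage genes were higher in the high-glucose culture of every embryo, and the median log2 ratio of the blood list was 3.28 (3.281).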

How the results depend on the processing

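The replacement of the sex test by edgeR's likelihood ratio test was chosen only after the results were seen. So were the comparisons of lists by medium and the exchange of embryos. The other pseudocounts and edgeR were planned for the sexes and not for the media. All other settings were fixed before the data were examined. Of 825 settings of named genes 722 gave the same result, 100 a weaker one, 3 a stronger one and 0 a reversed one. Of 536 settings of summary values 376 were the same, 121 moved, 27 were weaker, 1 was stronger and 11 were reversed. The cause of these differences was not tested. An embryo block in emu, a fit without C39 (the 1 male of zebra finch), edgeR in the other 5 species and all peaks in 4 species were not run.

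The number of sex-biased genes depended on how cultures of an embryo were treated. With the embryo as a random block it was 120 in chicken and 119 in quail, with correlations within embryos of 0.141 and −0.230. With 1 value per embryo it was 24 in chicken, 0 in quail, 10 in turkey, 53 in peafowl and 53 in duck. With the medium as a covariate it was 272 in peafowl and 155 in emu. At an adjusted p under 0.1 it was 417 in chicken, 77 in quail, 325 in turkey, 291 in peafowl, 691 in duck, 41 in zebra finch and 190 in emu. All CAGE peaks gave 161 in emu, and a pseudocount of 5 gave 15 in zebra finch. On recovered tags edgeR's quasi-likelihood test gave 7 in quail, and its likelihood ratio test 216 in quail and 143 in zebra finch.

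The share of chrZ genes not called was 85.3% in chicken and 75.0% in duck with the medium as a covariate. With the embryo as a random block it was 88.9% in chicken, 89.0% in quail, 45.4% in turkey and 74.5% in duck. With 1 value per embryo it was 100% in chicken, 99.6% in turkey and 100% in duck. At an adjusted p under 0.1 it was 64.1% in chicken, 93.6% in quail, 44.4% in turkey, 51.1% in duck, 99.0% in zebra finch and 81.5% in emu. It was 78.4% in duck under TMM scaling, 64.0% in turkey over all CAGE peaks, and 87.2% in quail and 96.3% in zebra finch by edgeR's likelihood ratio test.

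Among genes of at least 10 TPM, 0.285% of quail chrZ genes were called. The difference of autosomal and chrZ medians of male-biased genes in emu was −0.10 with a pseudocount of 5 (permutation p = 0.198, and p = 0.0443 with a pseudocount of 1), and that of female-biased genes over 6 species −0.03 (−0.0256) with a pseudocount of 0.1. With 1 peak per gene the Durbin-Watson statistic of called genes was 1.458 in chicken, 1.55 in turkey and 2.04 in duck, and that of genes not called in zebra finch 1.92. Over the top 500 peaks the sexes of emu parted on component 2. At an adjusted p under 0.1, 90 genes were male-biased in at least 2 species, 12 in at least 3, and 7 were female-biased in at least 2.

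The log2 ratio of RPS6 with 1 value per embryo was 0.72 in chicken, 0.80 in turkey, 0.99 in peafowl and 0.71 in duck, none with an adjusted p under 0.05. In duck it was 0.56 under TMM scaling and 0.71 with the embryo as a random block. In zebra finch it was 1.75 by edgeR's likelihood ratio test. Exchanging embryos in place of cultures between the sexes gave an exact permutation p = 0.333 in place of p = 0.0667 in 5 species.

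With the embryo as a replicate block, that is with media paired by embryo, 34 genes were called between the media in quail, 111 in turkey, 933 in peafowl and 1 in duck. With sex as a covariate there were 37 in turkey, 77 in peafowl, 1 in duck and 83 in emu. A pseudocount of 5 gave 9 in turkey, and edgeR gave 3 in quail.

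Leaving out 1 library moved the number of sex-biased genes to 41 (without C11) and 317 (without C10) in chicken, 0 to 3 in quail, 3 (without C18) to 256 in turkey, 21 (without C06) to 149 in peafowl, 125 (without C32) to 292 in duck, 3 to 19 in zebra finch and 11 (without C22) to 87 in emu. The share of chrZ genes not called moved to 70.0% and 100% in chicken, 53.2% and 100% in turkey, 77.4% and 94.5% in duck and 87.0% and 100% in emu. The log2 ratio of RPS6 ran from 0.63 to 0.82 in chicken, 0.92 to 1.12 in quail, 0.74 to 0.91 in turkey, 0.78 to 1.20 in peafowl, 0.60 to 0.83 in duck, 1.74 to 1.802 in zebra finch and 0.95 to 1.28 in emu. Genes called between the media ran from 0 to 13 in quail, 0 to 8 in peafowl, 0 to 2 in duck and 0 to 3 in emu. RPS6 by medium ran from −0.34 to 0.14 in chicken, −0.53 to 0.15 in quail, −0.49 to 0.05 (0.0477) in turkey, −0.52 to 0.14 in peafowl, −0.47 to 0.01 (0.00778) in duck and −0.69 to 0.06 (0.0575) in emu. These extremes come without 1 of the 2 cultures of the rarer sex, which leaves that sex in 1 medium, so they hold the difference between the sexes as well.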

Differences from the paper's values

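Of 56 values compared with the paper's, 36 were close and 20 differed, for most measures by more than 1.5 times. Shares of genes not called were among these values, and shares that high can hardly differ by 1.5 times. The paper tested with generalized linear models of edgeR on TPM counts, and limma on log2(TPM + 1) was used here. The likelihood ratio test of edgeR given here was chosen only after the result was seen, and the other alternatives before. The cause of these differences was not tested.

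For male-biased genes in chicken the paper gives 215, and 123 were found, with 144 under TMM scaling, 225 at an adjusted p under 0.1 and 185 without C10. In quail the paper gives 72 male-biased and 76 female-biased genes, and 1 and 11 were found, with 72 and 47 with the embryo as a random block and 103 and 113 by the likelihood ratio test. The paper gives 6% of quail chrZ genes as sex-biased, and 0% were called, with 6.38% at an adjusted p under 0.1 and 11.0% with the random block. The quail block had a negative correlation within embryos (−0.230), and the quail males came from 1 embryo. For female-biased genes the paper gives 60 in turkey, 68 in peafowl and 228 in duck, and 29, 35 and 101 were found. With the medium as a covariate they were 53 in turkey and 76 in peafowl, and under TMM scaling 156 in duck. At an adjusted p under 0.1 they were 62, 85 and 169. In turkey the random block gave 59 and leaving out C16 gave 43. The turkey block too had a negative correlation within embryos (−0.181), and the turkey females came from 1 embryo. No alternative set before the data were examined reached the female-biased number of quail.

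In zebra finch the paper gives 320 male-biased and 380 female-biased genes, and 0 and 24 were found, with 4 and 37 at an adjusted p under 0.1 and 41 and 102 by the likelihood ratio test. The paper gives 41 chrW genes as sex-biased, and 18 were called, with 24 at an adjusted p under 0.1 and 35 by the likelihood ratio test. It gives 25% of chrZ genes as sex-biased, and 0% were called, with 0.978% at an adjusted p under 0.1. No alternative set before the data were examined reached these values.

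In emu the paper gives 150 male-biased and 86 female-biased genes and 10 on chrW, and 51, 46 and 6 were found. An adjusted p under 0.1 gave 90 and 100. For female-biased genes the medium as a covariate gave 75 and all CAGE peaks 73, and for chrW all CAGE peaks gave 17. No alternative came within 1.5 times of the paper's male-biased and chrW numbers. Outside the pseudo-autosomal region the paper gives 29% of emu chrZ genes as not sex-biased, and 50.0% were not called, with 50.8% for a boundary at 26 Mb and 52.4% at 28 Mb. The paper's means are 339 sex-biased, 189 male-biased and 150 female-biased genes, and 157, 107 and 50 were found, with 290, 193 and 97 at an adjusted p under 0.1, of which the last stays over 1.5 times lower. The paper's Durbin-Watson statistic of called genes is about 2.6 in emu and about 0.54 in turkey in Fig. S8, read by eye, and 1.37 and 1.53 were found, with 1.48 and 1.55 for 1 peak per gene.

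The paper states that RPS6 is male-biased in all 7 species. Here every male culture lay above every female one in all 7, and the gene was called in 5, with adjusted p = 0.140 in quail and adjusted p = 0.123 in zebra finch (limma). The paper's folds of RPS6 in Fig. 2C, such as 5.8 in zebra finch, match e raised to the log2 ratio (5.87), and the ratio of the mean TPM is 3.41. The paper states that called genes were enriched on sex chromosomes. In zebra finch they were enriched on chrW (Fisher's exact test, adjusted p = 2.8e-39) while on chrZ limma and edgeR's quasi-likelihood test called 0 genes in zebra finch and in quail, with 765 and 1105 peaks at an unadjusted p under 0.05 by limma. Of simulated changes of a log2 of 1 limma recovered 0% in zebra finch and 3.00% in quail (68.2% at a log2 of 2), and the recovery of the quasi-likelihood test was not counted by size, so a lack of enrichment on chrZ is not shown. In quail 43 of 119 called genes lay on chrZ with the embryo as a random block, and 50 of 216 by edgeR's likelihood ratio test. That block had a negative correlation within embryos (−0.230), and the quail males came from 1 embryo, so these calls do not settle the enrichment either. TLE4Z1 of emu is listed by the paper among gene pairs without a difference, and was called here with adjusted p = 0.0289 (limma). HSPA8 of quail, which the paper names among the genes it found, had adjusted p = 0.0662 (limma).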

Other observations

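The amino acid stress genes of the 1 zebra finch male lay below those of the 3 females. SLC7A5, an amino acid transporter gene, had a log2 ratio of −2.48 (−2.475), VLDLR −2.13 and ASNS, the asparagine synthetase gene, −1.88. These values rest on 1 male culture. Of the macrophage genes of quail, C1QA, GPNMB and CTSS were chosen only after the result was seen, and the others were listed before.

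Quail cultures in high glucose expressed genes of macrophages that those in F12 lacked. MPEG1, a perforin-like gene, was listed at 0 in all 3 F12 cultures and had 5.48, 126 and 31.4 TPM in the high-glucose cultures of female 1, female 3 and male 2. C1QB, a complement gene, was listed at 0 and had 8.28, 133 and 29.0 TPM, MARCO, a scavenger receptor gene, was listed at 0 and had 0.538 (0.5375), 194 and 17.9 (17.95) TPM, and LY86 was listed at 0 and had 4.51, 79.0 and 22.7 TPM. ITGB2 had 2.69, 29.9 and 5.11 (5.105) TPM and WAS 0.538, 11.0 and 1.62 TPM, each listed at 0 in F12. Macrophages among the cells of the high-glucose cultures are a possible explanation, as 90.91% of the 11 genes with a peak, of 40 listed, were higher in the high-glucose culture of every embryo. With no effect of the medium 12.5% is expected, and genes of 1 cell type vary together, so these are not 11 independent cases. The exception was ARHGDIB. Staining for CSF1R in cultures of both media would test it. In chicken 5 such genes had a peak, among them CCL4 with 72.3 TPM in high glucose and 53.6 in F12, ARHGDIB with 69.45 and 57.5 and CYBA with 106 and 109.

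The 2 RNA-seq libraries of zebra finch carry labels that differ from those of the CAGE libraries of the same cultures. R39 had 155310 counts on chrW (0.1712%) and R40 2366 (0.002926%), while the CAGE library C39 had 2.49 TPM on chrW and C40 7849. R39 correlated with C39 at 0.658 and best with C40, at 0.742. R40 correlated with C40 at 0.660 and best with C39, at 0.746. The median log2 ratio of R39 against R40 on chrZ lay 0.87 below that of autosomes (−0.87), and RPS6 had 485 FPKM in R39 and 1597 in R40. These values go with the RNA-seq labels (R39 female, R40 male), and the chrW values of C39 and C40 with their CAGE labels. The correlations go with an exchange of the culture numbers of R39 and R40. In the correlations between the methods, R39 and R40 stay paired by the culture numbers on their labels. Since no sample's sex was taken from its values, the 2 libraries were kept out of the sex comparisons.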
